# PD-L1 translocation to the plasma membrane enables tumor immune evasion through MIB2 ubiquitination

**DOI:** 10.1172/JCI160456

**Published:** 2023-02-01

**Authors:** Xinfang Yu, Wei Li, Haidan Liu, Xu Wang, Cristian Coarfa, Chao Cheng, Xinlian Yu, Zhaoyang Zeng, Ya Cao, Ken H. Young, Yong Li

**Keywords:** Cell Biology, Oncology, Cancer, Cancer immunotherapy, Cellular immune response

## Abstract

Programmed death-ligand 1 (PD-L1), a critical immune checkpoint ligand, is a transmembrane protein synthesized in the endoplasmic reticulum of tumor cells and transported to the plasma membrane to interact with programmed death 1 (PD-1) expressed on T cell surface. This interaction delivers coinhibitory signals to T cells, thereby suppressing their function and allowing evasion of antitumor immunity. Most companion or complementary diagnostic devices for assessing PD-L1 expression levels in tumor cells used in the clinic or in clinical trials require membranous staining. However, the mechanism driving PD-L1 translocation to the plasma membrane after de novo synthesis is poorly understood. Herein, we showed that mind bomb homolog 2 (MIB2) is required for PD-L1 transportation from the *trans*-Golgi network (TGN) to the plasma membrane of cancer cells. MIB2 deficiency led to fewer PD-L1 proteins on the tumor cell surface and promoted antitumor immunity in mice. Mechanistically, MIB2 catalyzed nonproteolytic K63-linked ubiquitination of PD-L1, facilitating PD-L1 trafficking through Ras-associated binding 8–mediated (RAB8-mediated) exocytosis from the TGN to the plasma membrane, where it bound PD-1 extrinsically to prevent tumor cell killing by T cells. Our findings demonstrate that nonproteolytic ubiquitination of PD-L1 by MIB2 is required for its transportation to the plasma membrane and tumor cell immune evasion.

## Introduction

Programmed death-ligand 1 (PD-L1, also known as CD274 or B7-H1) is a ligand of immunosuppressive checkpoint programmed death 1 (PD-1) and is overexpressed in various cancers (1, 2). Although PD-L1 has a broad distribution in different cellular compartments, including the plasma membrane (3, 4), cytoplasm (3), and nucleus (5), or is secreted into the circulation (6), membrane-bound PD-L1 appears to be particularly important for its extrinsic function. PD-L1 expressed on the tumor cell plasma membrane binds its receptor, PD-1, on the T cell surface to inhibit the tumor-killing activity of cytotoxic T lymphocytes (CTLs). Immune checkpoint blockade (ICB) with antibodies to inhibit the interaction between PD-1 and PD-L1 has opened a new era for cancer therapy (7). However, considerable challenges, such as the lack of durable remission, low response rate, and drug resistance, limit therapeutic benefits to a small fraction of patients with cancer. Induction of PD-L1 expression in tumor cells is central to adaptive immune resistance (8). The regulation of membrane PD-L1 stability is implicated in tumor immune surveillance; in tumors, its increased degradation augments tumor-specific T cell activity (9). In addition, intracellular PD-L1 is translocated onto the plasma membrane to restore the membrane PD-L1 pool, facilitating tumor immune evasion in the tumor microenvironment (10). Therefore, increasing our understanding of the regulation of PD-L1 translocation to the plasma membrane will provide novel therapeutic opportunities to enhance ICB.

Transmembrane proteins frequently shuttle between the plasma membrane and the endomembrane system, which consists of the endoplasmic reticulum (ER), Golgi apparatus, and lysosomes. PD-L1 spatiotemporal distribution and dynamics at the plasma membrane are tightly regulated (11). Nascent PD-L1 proteins synthesized in the rough ER are subjected to posttranslational modifications (PTMs). STT3A and STT3B mediate N-glycosylation of PD-L1 on the ER, stabilizing and upregulating PD-L1 inside the cell (12), whereas B3GNT3 mediates PD-L1 glycosylation to help its interaction with PD-1 on the cell surface (13). The thyroid adenoma-associated gene (THADA) regulates PD-L1–specific ER export to the Golgi by coupling PD-L1 to Sec24A-mediated COP2 vesicles, thereby maintaining the PD-L1 Golgi residency and tumor cell expression (14). Ubiquitination plays a dominant role in regulating proteasome-mediated degradation of PD-L1. STUB1 (15), β-TRCP (16), SPOP (17), ARIH1 (18), TRAF6 (19), TRIM21 (20), MARCH8 (21), SIAH2 (22), FBXO22 (23), TNFAIP3 (also known as A20) (24), and ITCH (25) add ubiquitin chains to PD-L1, which are removed by CSN5 (26), USP9X (27), USP22 (28), USP8 (19), and OTUB1 (29, 30). PD-L1 phosphorylation mediated by GSK3A (18), GSK3Β (16), or AMPK (31, 32) precedes its glycosylation and may lead its ER accumulation and ER-associated protein degradation. Recycling of PD-L1 is regulated by its PTMs. DHHC3/ZDHHC9-mediated palmitoylation blocks PD-L1 ubiquitination and endosomal sorting complexes required for transport-mediated sorting to multivesicular body/lysosomes (33, 34). The chemokine-like factor–like MARVEL transmembrane domain-containing family members 6 and 4 (CMTM6 and CMTM4) colocalize with and maintain PD-L1 at the plasma membrane and in recycling endosomes, rescuing PD-L1 from lysosomal degradation (15, 32, 35). TRAPPC4 maintains PD-L1 levels by regulating the endosomal recycling of PD-L1, protecting PD-L1 from lysosomal degradation, and ultimately impairing T cell–mediated antitumor immunity (36). PD-L1 is one of the few plasma membrane proteins that enters the nucleus, a process that is regulated by acetylation, another form of PTM. PD-L1 translocation from the plasma membrane into the nucleus is blocked by p300-mediated acetylation, which is enhanced upon its deacetylation by HDAC2 (5). These findings suggest that PTMs regulate both the extrinsic and intrinsic functions of PD-L1 by controlling its trafficking to different cellular compartments. However, PTMs that direct PD-L1 trafficking to the plasma membrane have not been reported.

In this study, we found that mind bomb homolog 2–mediated (MIB2-mediated) K63-linked ubiquitination of PD-L1 facilitates its translocation from the *trans*-Golgi network (TGN) to the plasma membrane through RAB8-regulated exocytosis, ultimately promoting immune evasion and tumor progression. This study provides what we believe to be new insights into the molecular regulation of PD-L1 transportation to the surfaces of cancer cells, which may help identify new avenues to improve clinical outcomes from ICB therapies.

## Results

### MIB2 maintains PD-L1 membrane abundance and compromises antitumor immunity.

We performed an E3 ligase knockdown screening in human A375 cells with an shRNA library consisting of pooled oligos (a mixture of 4 shRNAs per E3 ligase) targeting 137 human E3 ligases (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI160456DS1). Membrane PD-L1 levels were examined using FACS analysis. Knockdown of E3 ligases for PD-L1 degradation, including *STUB1* (15) and *TRCP* (*BTRC*) (16), significantly upregulated membrane PD-L1 (Figure 1A and Supplemental Figure 1A). *MIB2*, *TRIM3*, *BARD1*, *FBW7*, and *RBX1* were the top 5 candidate E3 ligases with knockdown that led to reduced PD-L1 membrane abundance (Figure 1A and Supplemental Figure 1, A and B). Unlike that of the other 4 E3 ligases, *MIB2* knockdown in human A375 and A549 cells did not reduce the total protein level of PD-L1 in the whole-cell extract (Supplemental Figure 1C). FACS and immunoblotting (IB) data showed that KO of *MIB2* by CRISPR in mouse B16-F10, MC38, and LLC1 cells (Figure 1, B–D, and Supplemental Figure 1D) decreased PD-L1 membrane abundance but exhibited no apparent effect on PD-L1 total protein levels. We further confirmed our observations in the other 4 human cell lines, A549, HT29, HCT116, and A375 (Supplemental Figure 1, E–H). Cellular fractionation assays revealed that MIB2 depletion decreased membrane PD-L1 levels in B16-F10, MC38, LLC1, and A375 cells (Figure 1, E and F, and Supplemental Figure 1, I and J). Immunofluorescence (IF) analysis revealed that PD-L1 was located primarily on the plasma membranes and around the nuclei in MIB2-proficient B16-F10 and MC38 cells (Figure 1, G and H). However, in *MIB2*-KO cells, PD-L1 was detected with an increased signal around the nuclei, but it was no longer detected on the plasma membrane (Figure 1, G and H). As membrane proteins are shuttled from the ER to Golgi before they reach the plasma membrane, we costained PD-L1 with markers for ER (HSP90B1) or Golgi (TGN46) in MIB2-proficient and MIB2-KO A375 cells (Supplemental Figure 1K). PD-L1 colocalized with HSP90B1 and TGN46, but its plasma membrane localization disappeared upon *MIB2* KO. These results suggest that MIB2 is required for PD-L1 trafficking to the plasma membrane in human and mouse cancer cells.

When incubated with recombinant human PD-1-Fc fusion protein, we found that *MIB2* KO led to decreased PD-1 binding in A375 cells (Figure 2, A and B). Furthermore, *MIB2* KO enhanced T cell–mediated tumor cell killing in vitro (Figure 2, C and D). Reintroduction of MIB2 in *MIB2*-KO A375 cells restored PD-1 binding (Supplemental Figure 2A) and impaired T cell–mediated tumor cell killing in vitro (Supplemental Figure 2B). We found that the depletion of MIB2 in B16-F10 cells caused significant tumor regression and prolonged survival in immunocompetent C57BL/6 syngeneic mice but not in immunodeficient NOD/SCID IL2rg^null^ (NSG) mice (Figure 2, E–H, and Supplemental Figure 2C). Consistently, the loss of *MIB2* in MC38 (Figure 2, I–L, and Supplemental Figure 2D) and LLC1 (Supplemental Figure 2, E–I) cells only restricted tumor development and improved survival in C57BL/6 mice. The in vivo metastasis models showed that B16-F10 single-guide control (sgCtrl) and single-guide MIB2 (sgMIB2) cells exhibited similar metastatic efficacy in NSG mice (Supplemental Figure 2, J–N). However, the metastatic process was delayed in C57BL/6 mice, as *MIB2*-KO B16-F10 cells showed a significant decrease in lung weight and the number/diameter of metastatic lung nodules and prolonged overall survival (Supplemental Figure 2, O–S). In particular, *MIB2* KO in combination with the reintroduction of *MIB2* rescued the growth of B16-F10 tumors and reduced survival time in C57BL/6 mice (Supplemental Figure 3, A–C). However, tumor development and mouse survival rate appeared to be comparable in NSG mice regardless of MIB2 status (Supplemental Figure 3, D–F). Similar results from MIB2-restored MC38 tumors were observed in C57BL/6 and NSG mice (Supplemental Figure 3, G–L). These data indicate that loss of MIB2 reduces membrane PD-L1 levels and activates extrinsic antitumor immunity in immunocompetent mice, without having an intrinsic effect on tumorigenesis in an immunodeficient environment.

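Transcripts of single cells from B16-F10 tumors, which grow from a mouse melanoma cell line, were counted in 3 libraries with a droplet-based assay. Each library pooled the dissociated tumors of 3 C57BL/6 mice after lysis of red blood cells. The control library, labelled shCtrl, came from tumors with a control shRNA, and the 2 libraries labelled shMib2, replicates 1 and 2, came from tumors with different shRNAs against Mib2. The sample labels name a V(D)J kit (v1.1) of the Chromium system and, for the submitters' alignment, Cell Ranger 4.0.0 with the mouse genome mm10. The cell barcodes looked like those of another kit of this system, and which chemistry was used was not settled. The deposited files hold counts of unique molecular identifiers (UMIs, tags that mark single RNA molecules) for 32285 genes. In the order shCtrl, shMib2 replicate 1 and shMib2 replicate 2, they cover 9558, 9428 and 8388 cell barcodes, 243926188, 190904274 and 203298455 UMIs and medians of 25181, 21441 and 11813.5 UMIs per barcode. Barcodes with fewer than 200 genes or more than 20% mitochondrial UMIs were left out (741, 860 and 1105), and so were predicted doublets (674, 646 and 489), which left 8143, 7922 and 6794 cells. Cells were grouped by Leiden clustering, and each cluster was named by marker genes fixed before the data were examined. Shares of cells are given per library with Wilson 95% intervals, which cover counting error only. With 1 library against 2 there are 3 splits, so an exact permutation test could not give a p under 0.33 and none was run on shares. For genes, the UMIs of each cell class were summed per library and compared with edgeR's quasi-likelihood test and Benjamini-Hochberg correction. This test has 1 residual degree of freedom, takes the 2 shRNAs as replicates and assumes that the lone library labelled shCtrl varies as the other libraries do.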

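Mib2, the target of the shRNAs, encodes an E3 ubiquitin ligase, an enzyme that attaches ubiquitin to other proteins, and lies on chromosome 4 of mm10 from 155654677 to 155669198. Its RNA in B16-F10 cells was not lower under either shRNA. The library labelled shCtrl had 520 UMIs of Mib2, or 2.43 CPM (UMIs scaled to the total of the B16-F10 cells; exact Poisson 95% interval 2.23 to 2.65). The library labelled shMib2 replicate 1 had 512 UMIs, or 3.16 CPM (2.89 to 3.44), and that labelled shMib2 replicate 2 had 439 UMIs, or 2.65 CPM (2.41 to 2.91). The ratios to the library labelled shCtrl were 1.3 (95% interval 1.15 to 1.47) and 1.09 (0.959 to 1.24). Over the 2 libraries labelled shMib2, the log2 fold change was 0.21 (standard error 0.13, adjusted p = 0.483 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction). Libraries are therefore named by their labels throughout, and each direction between them is a direction between labels.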

To better understand the mechanisms by which MIB2 downregulation via shRNAs reactivates antitumor immunity, we performed single-cell RNA-Seq (scRNA-Seq) of B16-F10 tumors from C57BL/6 syngeneic mice. 

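Each class name stands for cells that resemble a type by its marker genes. Of 12 named classes, the largest expressed Pmel and Dct, genes of melanin synthesis, as B16-F10 cells do, and held 7880, 6412 and 4636 cells in the libraries labelled shCtrl, shMib2 replicate 1 and shMib2 replicate 2. T cells, named by genes of the T cell receptor complex such as Cd3e, numbered 82, 569 and 846, and NK cells, named by activating and inhibitory receptors such as Ncr1, numbered 45, 330 and 495. Mononuclear phagocytes, with the lysozyme gene Lyz2 among their markers, numbered 11, 106 and 230, and B cells, with the B cell receptor gene Cd79a, numbered 64, 78 and 126. Dendritic cells numbered 1, 39 and 43, and plasmacytoid dendritic cells 10, 16 and 23. The stromal classes were fibroblasts with the collagen gene Col1a1 (12, 266 and 254), pericytes or smooth muscle cells (13, 34 and 21) and endothelial cells (2, 15 and 28). Skeletal muscle cells numbered 0, 4 and 6, and 2, 22 and 32 cells were left unnamed. Erythrocytes, with the hemoglobin gene Hba-a1, numbered 21, 31 and 54 after lysis of red blood cells.

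The B16-F10 cells fell into 21 clusters, and the largest was a different cluster in each library, with 15.9%, 14.2% and 11.6% of its B16-F10 cells. Some B16-F10 clusters had low UMI counts, and these held 276, 288 and 1055 cells, or 3.39%, 3.64% and 15.5% of all cells. The median B16-F10 cell had 25857, 24261 and 38268.5 UMIs, and the median cell of the T cell class 1502.5, 1491 and 2649. Free RNA of the B16-F10 cells reached other classes, since 43.9%, 45.2% and 46.9% of T cells had a UMI of Dct, against 99.7%, 99.4% and 97.1% of B16-F10 cells.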

Seven types of cells were identified in the whole-tumor microenvironment, including B16-F10 cells, T cells, NK cells, stromal cells, mononuclear phagocyte system cells, B cells, and erythrocytes (Supplemental Figure 4, A and B). Notably, the populations of the total immune cells increased in MIB2-shRNA tumors compared with those in the shCtrl group (Supplemental Figure 4C). 

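Immune cells made up a larger share of all cells in both libraries labelled shMib2 than in the library labelled shCtrl, although RNA of Mib2 was not lower in them. They comprised T, NK and B cells, mononuclear phagocytes and both kinds of dendritic cells, with erythrocytes counted apart. Their share was 2.62% in the library labelled shCtrl (213 of 8143 cells, Wilson 95% interval 2.29 to 2.99), 14.4% in shMib2 replicate 1 (1138 of 7922, 13.6 to 15.2) and 25.9% in shMib2 replicate 2 (1763 of 6794, 24.9 to 27). The mean of the latter 2 was 7.71 times that of the library labelled shCtrl (SD 3.13, n = 2), with single ratios of 5.49 and 9.92. In the same order of libraries, barcodes had at least 500, 500 and 501 UMIs, and T cells had medians of 1502.5, 1491 and 2649. Whether the greater depth of T cells in shMib2 replicate 2 raised the share there was not tested. Classes differed in how far they exceeded the library labelled shCtrl. The ratio was 9.75 for T cells (SD 3.7), which kill target cells or help other immune cells, and 10.4 for NK cells (SD 3.99), which kill without antigen receptors. For mononuclear phagocytes, which engulf particles and present antigen, it was 17.5 (SD 10.7, single ratios 9.91 and 25.1) from 11 cells in the library labelled shCtrl. For B cells, which make antibodies, it was 1.81 (SD 0.783), but 8.82 with the strict cell filter (at least 500 genes and at most 10% mitochondrial UMIs), which left 10, 30 and 119 B cells. B16-F10 cells had a ratio of 0.771 (SD 0.0928).

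The stromal classes together were also larger, at 0.332%, 3.98% and 4.46% of all cells, a ratio of 12.7 (SD 1.03). Among the named cells other than B16-F10 cells, immune cells made up 81.6% in the library labelled shCtrl and on average 79.7% in those labelled shMib2, a ratio of 0.977 (SD 0.0559), which was 1.54 with no cell filter. Within immune cells, T cells went from 38.5% to a mean of 49% and NK cells from 21.1% to 28.5%, while B cells went from 30% to 7%, ratios of 1.27, 1.35 and 0.233. With the strict cell filter these ratios were 1.02, 0.986 and 0.7, so the mix of immune cells depended on this filter. The 3 mice of a library cannot be separated.

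**Figure D1:**
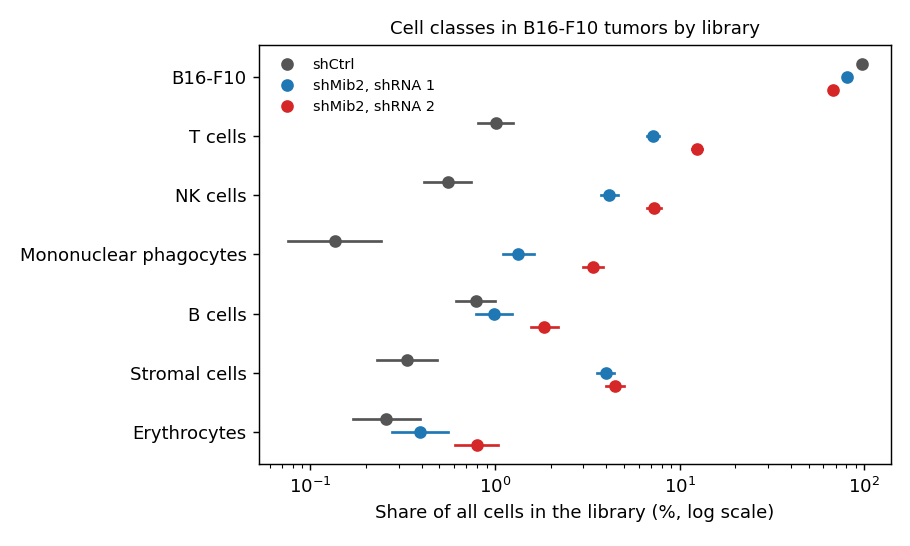
Share of 7 cell classes among all cells (percent, log axis), with 1 point per library and Wilson 95% intervals as bars. T cells lie at 1.01%, 7.18% and 12.5% in the libraries labelled shCtrl, shMib2 replicate 1 and shMib2 replicate 2, and B16-F10 cells at 96.8%, 80.9% and 68.2%.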

We determined whether *MIB2* knockdown affected T cell–mediated antitumor immune activity by characterizing the subpopulations of tumor-infiltrating T cells. A total of 6 distinct T cell subpopulations, including NKT cells, CD4^+^CD8^+^ effector T cells, CD8^+^ effector/activated T cells, CD4^+^CD8^+^ naive T cells, CD8^+^ CTLs, and CD4^+^ regulatory T cells, were identified based on the distribution of classical markers (Supplemental Figure 4, D–G). 

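T and NK clusters were clustered again, and T cells were named in 7 groups by marker genes fixed before the data were examined. The groups were named from 82 T cells in the library labelled shCtrl, 569 in shMib2 replicate 1 and 840 in shMib2 replicate 2. The group whose best-scoring markers were those of NKT cells, T cells with NK receptors, made up 35.4%, 33.2% and 35.4% of these. This name is uncertain, since Cd160 was its only marker among the 10 leading genes of the cluster, which also held Il7r, Tcf7 and Klf2 of resting T cells. Naive T cells, named by genes of quiescence such as Klf2, made up 40.2% (Wilson 95% interval 30.3 to 51.1), 15.1% (12.4 to 18.3) and 13.6% (11.4 to 16.1). CD4 regulatory T cells, with the transcription factor gene Foxp3 among their markers, made up 9.76%, 10.2% and 10.5%, and proliferating cells 4.88%, 8.08% and 6.31%. CD4 helper cells numbered 1, 42 and 47. The other named groups were CD8 cytotoxic T cells and effector or activated T cells. A further cluster led by the interferon-induced genes Ifit1 and Isg15 held 0, 12 and 32 cells. It scored highest for the NKT markers but had none of them among its 10 leading genes, and it was left unnamed.

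Cd4 encodes the coreceptor for MHC class II and lies on chromosome 6 of mm10 from 124864692 to 124888221. Cd8a encodes a chain of the coreceptor for MHC class I and lies on the same chromosome from 71373427 to 71379173. UMIs of both genes were found in 0 of 82 T cells of the library labelled shCtrl, which allows a share of up to 3.66% of cells with such UMIs. They were found in 0 of 569 in shMib2 replicate 1, which allows up to 0.527%, and in 6 of 840 in shMib2 replicate 2 (0.714%, Wilson 95% interval 0.328 to 1.55). If the 2 genes gave UMIs independently, 0.952%, 1.36% and 2.41% of T cells would have both. With each cell thinned to 1000 UMIs, 0 of 68, 0 of 458 and 1 of 813 cells had both, and 14, 111 and 27 shallower cells were left out. Taken singly, Cd4 gave a UMI in 4.88%, 5.8% and 7.5% of T cells and Cd8a in 19.5%, 23.4% and 32.1%, at medians of 1520, 1499 and 2656 UMIs. In NK cells, at medians of 1485, 1296 and 2226 UMIs, Cd4 gave none in 45, 330 and 495 cells and Cd8a gave UMIs in 2 of 495 cells of shMib2 replicate 2 alone. These values limit T cells with UMIs of both genes, not T cells that express both. In the naive group, Cd4 gave a UMI in 6.06%, 1.16% and 8.77% of cells and Cd8a in 6.06%, 20.9% and 23.7%.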

Knockdown of *MIB2* resulted in an increase in the percentage of CD8^+^ CTLs (approximately 5-fold) and CD4^+^CD8^+^ effector/activated T cells (approximately 2-fold) (Supplemental Figure 4F), indicating that MIB2 downregulation enhanced the antitumor immune activity centered on CD8^+^ CTLs and changed their transcriptional profile (Supplemental Figure 4H).

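CD8 cytotoxic T cells, which kill target cells with granzymes and perforin, were the T cell group named by genes such as Cd8a, Prf1 and Ifng. The larger of its 2 clusters scored higher still for markers of exhaustion and had Lag3, Pdcd1 and Rgs16 among its 10 leading genes. They made up 7.32% of T cells in the library labelled shCtrl (6 of 82, Wilson 95% interval 3.4 to 15.1), 20.7% in shMib2 replicate 1 (118 of 569, 17.6 to 24.3) and 20.5% in shMib2 replicate 2 (172 of 840, 17.9 to 23.3). The mean of the latter 2 was 2.82 times the former (SD 0.0253, n = 2), with a 95% interval of 1.28 to 7.73 for the 2 libraries labelled shMib2 summed. Effector or activated T cells, named by activation genes such as Cd69 and Cd44, made up 1.22% (1 of 82, 0.216 to 6.59), 3.16% (18 of 569, 2.01 to 4.94) and 4.4% (37 of 840, 3.21 to 6.01). This name is uncertain, since the cluster scored 0.437 for these markers and 0.368 for naive ones. Only 1 of its own markers was among its 10 leading genes. The ratio of effector or activated T cells was 3.1 (SD 0.72, n = 2), with an interval of 0.551 to 128.7 that includes no difference. As shares of all cells, the ratios were 27.3 for CD8 cytotoxic and 31.4 for effector or activated T cells, since T cells as a whole were more frequent. Naive T cells were a smaller part of T cells, with a ratio of 0.356 (SD 0.0271), but had a ratio of 3.41 among all cells. These are directions between labels, as RNA of Mib2 was not lower in the libraries labelled shMib2.

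Gzmb encodes granzyme B, a protease that kills target cells, and lies on chromosome 14 of mm10 from 56258838 to 56262260. It gave a UMI in 7.32%, 27.1% and 28% of T cells, or 4.41%, 21.2% and 16.6% with cells thinned to 1000 UMIs. B cells, which lack granzyme B, gave none in 64, 78 and 126 cells at medians of 804, 805 and 1392.5 UMIs. T cells with UMIs of Gzmb and of Cd8a or Cd8b1, and none of Cd4, numbered 4 of 82, 91 of 569 and 141 of 840, a ratio of shares of 3.36.

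**Figure D2:**
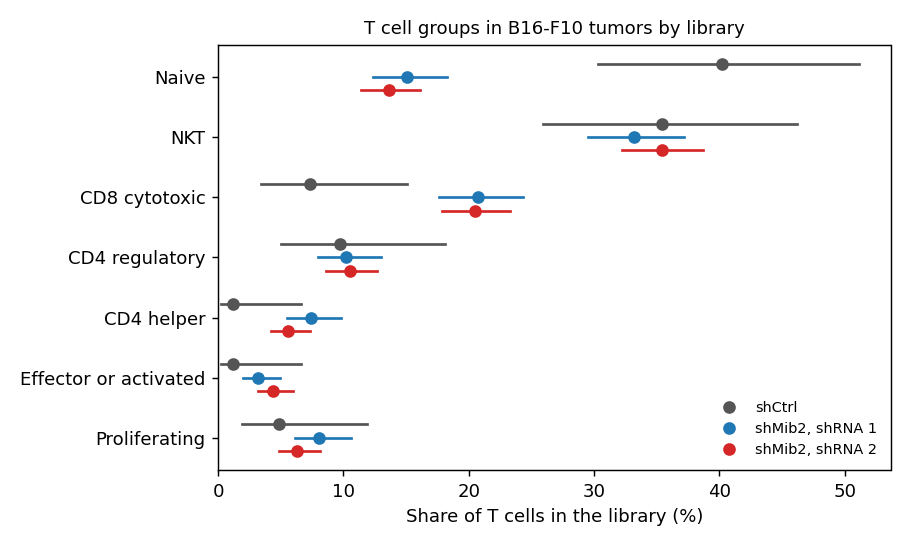
Share of 7 T cell groups among T cells (percent), with 1 point per library and Wilson 95% intervals as bars. CD8 cytotoxic T cells lie at 7.32% in the library labelled shCtrl and at 20.7% and 20.5% in those labelled shMib2, and naive T cells lie at 40.2%, 15.1% and 13.6%.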

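The CD8 cytotoxic group had 6 cells in the library labelled shCtrl, too few to test its genes, so genes were tested over all T cells. Genes called higher in the libraries labelled shMib2 included some of killing, and genes called lower included some of resting T cells. Of 8598 genes, 15 were higher and 10 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction. Gzmb rose from 98.1 CPM to 574.3 and 515.8 CPM (log2 fold change 2.38, standard error 0.24, adjusted p = 9.05e-05 from the same edgeR test). Ccl4, whose product attracts T cells, rose from 72 CPM to 469.6 and 362.9 CPM (log2 fold change 2.43, standard error 0.29, adjusted p = 0.000898 from the same edgeR test). Ccl3, a related chemokine gene, was at 0 CPM in the library labelled shCtrl and at 180.1 and 264.2 CPM in the others, at least 11.3-fold higher against a floor of 3 counts in that library. Hspa1a, a heat shock gene that dissociation can induce, was at 0 CPM in that library and at 115.8 and 116.2 CPM in the others, at least 5.91-fold higher. Of 25 measured immediate early and dissociation genes, it was the 1 called higher and Klf2 the 1 called lower (4 higher and 1 lower when adjusted over the list alone). Among genes called lower, the largest fold changes were those of Cd70, a ligand gene of T cell costimulation (log2 fold change −4.94), Gldc, a gene of glycine breakdown (−3.57), and Tff1, a gene of a secreted peptide (−3.52), with 10, 15 and 19 UMIs in the library labelled shCtrl. Il7r, the receptor gene for a survival signal of resting T cells, fell from 392.5 CPM to 182.4 and 179.6 CPM (log2 fold change −1.20, standard error 0.18, adjusted p = 0.00425 from the same edgeR test). Klf2, a transcription factor gene of quiescence, had a log2 fold change of −1.20 (standard error 0.16, adjusted p = 0.0017 from the same edgeR test). Ctla4, a gene of an inhibitory receptor, did not pass the test (log2 fold change 1.09, standard error 0.25, adjusted p = 0.0748 from the same edgeR test). Neither did Cd8a, with a log2 fold change of 0.18 (standard error 0.20), or Pdcd1, the gene of PD-1, with 0.38 (standard error 0.27). Nr4a2, a gene of the exhaustion and checkpoint receptor list, did pass (log2 fold change 1.36, standard error 0.25, adjusted p = 0.0209 from the same edgeR test).

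Of 19 measured genes of cytotoxicity, 3 were higher, none was lower and the rest did not pass (11 higher when adjusted over the list alone). By camera, which compares a list with all other genes, the list was higher (adjusted p = 0.00108 with a preset correlation of 0.01, adjusted p = 0.949 with an estimated correlation). The estimated form has 1 residual degree of freedom, so its values cannot show whether correlation between genes explains a list result. The extracellular matrix list was higher as well (camera adjusted p = 0.000884, adjusted p = 0.949 with an estimated correlation). All of its 9 measured genes were at least 5 times higher in another class, and 0 passed singly. The exhaustion and checkpoint receptor list was also higher (camera adjusted p = 0.0351). Of its 15 measured genes, 1 was higher and none lower (3 higher when adjusted over the list alone). The interferon gamma response and chemokine lists were higher too (camera adjusted p = 0.000292 for each). Of their 22 and 12 measured genes, 0 and 2 passed singly, and 5 and 8 were at least 5 times higher in another class. With an estimated correlation, each had an adjusted p of 0.949. Of 12 measured genes of naive and memory T cells, 4 were lower and none higher (9 lower when adjusted over the list alone; camera adjusted p = 0.000292, adjusted p = 0.949 with an estimated correlation). DESeq2 called 6 genes, 3 in each direction. With the T cells of the libraries labelled shMib2 drawn to the group mix of the library labelled shCtrl, 9 of the 25 genes were called again. The log2 fold change of Gzmb was then 1.12 (standard error 0.33, adjusted p = 0.178 from the same edgeR test). The 4 called genes of naive and memory T cells all lost their call, with log2 fold changes of −0.69 for Il7r, −0.33 for Klf2, −0.15 for Satb1 and −0.72 for Ccr7. With the naive group left out instead, Il7r (−1.10) and Ccr7 (−2.28) were called, Klf2 (−0.84) and Satb1 (−0.49) were not, and Gzmb was called with 2.14. Ccr7 was named here after its values were seen. From the higher shares of CD8+ CTLs and of effector/activated T cells, the paper concludes that MIB2 downregulation enhanced an antitumor immune activity centered on CD8+ CTLs and changed their transcriptional profile (Supplemental Figure 4H).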

In line with the scRNA-Seq data, IF staining results revealed that *MIB2* knockdown increased the tumor-infiltrated CD8^+^ T cell population and granzyme B release (Supplemental Figure 4I) in B16-F10 tumors from C57BL/6 syngeneic mice. To further examine whether CD8^+^ T cells are required for antitumor immunity in MIB2-deficient tumors, we treated mice with neutralizing mAbs against CD8. CD8^+^ T cell depletion restored the growth of *MIB2*-KO B16-F10 tumors and significantly increased tumor burden (Supplemental Figure 4, J and K), reinforcing that the antitumor effect partly depends on T cells. Overall, these results suggest that MIB2 deficiency activates antitumor immunity and that CD8^+^ T cells contribute to an enhanced antitumor response in vivo.

### Depletion of MIB2 enhances the efficacy of immunotherapy.

Based on our findings that MIB2 promotes membrane PD-L1 levels and compromises immune surveillance in vivo, we speculated that *MIB2* depletion might be a potential strategy for enhancing the efficacy of immunotherapy. We first treated B16-F10 and MC38 syngeneic mice with PD-1 mAb. *MIB2* KO delayed tumor development in both B16-F10 tumors with IgG isotype control antibody (IgG2A) treatment (Figure 3A). Although PD-1 mAb treatment slowed the growth of B16-F10 tumors, no mice survived for more than 30 days after tumor inoculation (Figure 3A). Notably, *MIB2* KO significantly enhanced the antitumor efficacy of PD-1 mAb, in that tumor growth was restricted and survival was improved (Figure 3, A and B). Similar antitumor efficacy was also observed in MC38 syngeneic mice. Treatment with PD-1 mAb markedly inhibited the growth of MIB2 WT MC38 tumors, and 3 of 15 of the tumor-bearing mice survived for more than 50 days after tumor inoculation (Figure 3C). The antitumor potential of PD-1 mAb was further enhanced in *MIB2*-KO MC38 tumors, in that the in vivo tumor development was substantially impaired, and 5 of 15 tumor-bearing mice were tumor-free for 50 days (Figure 3D). We found that *MIB2* KO further increased the population of CD8^+^ T cells and the expression level of granzyme B in PD-1 mAb–treated tumors (Figure 3, E–G). We next determined whether *MIB2* KO affects anti–PD-L1 or anti–CTLA-4 immunotherapies. Treatment with PD-L1 or CTLA4 mAb alone exhibited no significant delay in the growth of B16-F10 tumors (Supplemental Figure 5, A and C). *MIB2* KO markedly restricted tumor growth and improved survival rate when combined with either PD-L1 or CTLA4 mAb (Supplemental Figure 5, B and D), but no mice survived more than 50 days after tumor inoculation. These results indicate that depletion of MIB2 enhances the therapeutic benefit of immune checkpoint inhibitors.

### MIB2 promotes PD-L1 K63-linked polyubiquitination.

To determine the underlying mechanism by which MIB2 maintains membrane PD-L1 levels, we first investigated whether MIB2 is a PD-L1–binding protein. Coimmunoprecipitation (co-IP) data revealed the interaction between MIB2 and PD-L1 in 293T cells ectopically overexpressing MIB2 and PD-L1 (Supplemental Figure 6A). In a previous study, mass spectrometry data also validated the interaction of PD-L1 with MIB2 (5). The interaction was confirmed in vitro using purified proteins (Figure 4A). The endogenous co-IP assay (Figure 4B and Supplemental Figure 6, B and C) and in situ proximity ligation assays (PLAs) (Figure 4C) revealed an endogenous binding of MIB2 and PD-L1 in A375, B16-F10, and MC38 cells. Deleting the extracellular domain (ECD) of PD-L1 reduced PD-L1–MIB2 interaction in 293T cells (Supplemental Figure 6, D and E). Furthermore, only the ECD mutant, but not the signal peptide domain, transmembrane domain, or intracellular domain mutant of PD-L1, exhibited binding with WT MIB2 (Supplemental Figure 6, F and G), indicating that the ECD is required for the PD-L1 and MIB2 interaction. Similarly, the co-IP assay using WT PD-L1 and truncated mutants of MIB2 suggested that the ankyrin repeat domain of MIB2 is essential for its binding with PD-L1 (Supplemental Figure 6, H and I).

Next, we determined whether PD-L1 is a substrate of E3 ligase MIB2. Cotransfection with MIB2 promoted PD-L1 polyubiquitination in 293T cells (Figure 4D). However, ectopic overexpression of MIB2 did not affect PD-L1 levels in A375 and MC38 cells (Supplemental Figure 7A). PD-L1 in MC38 cells with sgCtrl or sgMIB2 exhibited a similar half-life (Supplemental Figure 7B), indicating that MIB2 did not affect PD-L1 degradation. The K63R (K63 mutated to R) and 7KR (all K residues mutated to R) ubiquitin mutants reduced MIB2-mediated PD-L1 ubiquitination in 293T cells (Figure 4E). Consistently, ubiquitination analysis using the K63-linkage specific polyubiquitin antibody confirmed that PD-L1 ubiquitination by MIB2 is K63 linked (Supplemental Figure 7C). Deletion of the C-terminal RING domain required for MIB2 E3 ligase activity abolished PD-L1 ubiquitination (Supplemental Figure 7D), suggesting that MIB2-induced PD-L1 K63-linked ubiquitination is dependent on MIB2 E3 ligase activity. The in vitro ubiquitination assay showed that purified WT MIB2, but not the RING domain deletion mutant, ubiquitinated recombinant PD-L1, supporting that MIB2 is a bona fide E3 ligase for PD-L1 (Supplemental Figure 7E). MIB2 KO impaired endogenous K63-linked ubiquitination of PD-L1 in MC38, B16-F10, LLC1, and A375 cells (Figure 4F and Supplemental Figure 7F). In B16-F10 tumors from C57BL/6 mice, *MIB2* KO markedly reduced the endogenous K63-linked ubiquitination of PD-L1 (Supplemental Figure 7G). Moreover, the interaction between purified PD-1 protein and PD-L1 in *MIB2*-KO A375 cells was markedly reduced (Figure 4G), indicating that MIB2-induced ubiquitination is required for the interaction of PD-L1 and PD-1.

The activity of E3 ligases is often regulated by PTMs, including phosphorylation, sumoylation, ubiquitination, and binding of alternative adaptor molecules and cofactors (37–39). CDK1 is predicted to phosphorylate MIB2 by Scansite 4.0 (40). A CDK1 inhibitor (riviciclib) reduced MIB2 phosphorylation on Ser/Thr in B16-F10 cells (Supplemental Figure 7H). Autoubiquitination is a marker for the activation of some E3 ligases. Riviciclib inhibited the K63-linked autoubiquitination of MIB2 in B16-F10 cells (Supplemental Figure 7H). Moreover, PD-L1 membrane abundance and the K63-linked ubiquitination of PD-L1 were reduced by riviciclib treatment (Supplemental Figure 7, I and J). Thr105 (T105), a highly conserved residue on MIB2 (Supplemental Figure 7K), is a predicted phosphorylation site by CDK1. We constructed the MIB2 T105A mutant and performed IB and ubiquitination assays in 293T cells. The Ser/Thr phosphorylation was decreased in the T105A mutant (Supplemental Figure 7L), along with the K63-linked ubiquitination of PD-L1 by MIB2 and the PD-L1 membrane protein level (Supplemental Figure 7, L and M). These results indicate that E3 ligase activity of MIB2 in governing PD-L1 K63 ubiquitination and membrane localization is activated by CDK1.

### Ubiquitination of PD-L1 K136 induces its plasma membrane localization and impairs antitumor immunity.

K136, an evolutionarily conserved lysine located in the ECD domain, was identified as a K63-linked residue by mass spectrometry analysis (Supplemental Figure 8A). Upon mutation of K to R (termed K136R), PD-L1 displayed dramatically reduced ubiquitination by MIB2 (Figure 5A); however, its binding to MIB2 appeared unaffected (Supplemental Figure 8B). Human PD-L1 protein has 19 K residues, and we generated 17 K-to-R mutants (Supplemental Figure 8C). Ubiquitination analysis revealed that only the K136R mutant led to a drastic reduction of K63-linked ubiquitination by MIB2 (Supplemental Figure 8D). Consistently, the loss of MIB2-mediated PD-L1 K136 polyubiquitination decreased the membrane protein level of PD-L1 (Figure 5B) and impaired the interaction between PD-L1 and PD-1 protein (Figure 5C). Moreover, the PD-L1 K136R mutation did not affect B16-F10 tumor development in immunodeficient NSG mice (Figure 5D and Supplemental Figure 8E). In contrast, it slowed tumor growth in immunocompetent C57BL/6 mice (Figure 5E and Supplemental Figure 8F) and increased the number of tumor-infiltrating CD8^+^ T cells (Figure 5, F–H). In B16-F10 tumors from C57BL/6 mice, K136R mutation substantially reduced the endogenous K63-linked ubiquitination of PD-L1 (Supplemental Figure 8G). Collectively, these results reinforce that MIB2-mediated K63-linked polyubiquitination of PD-L1 impairs antitumor immunity.

### MIB2-mediated ubiquitination of PD-L1 drives its transportation to the plasma membrane via exocytosis.

The amount of membrane proteins at the cell surface results from the balance of exocytosis, recycling, and endocytosis (41). As *MIB2* KO reduced the PD-L1 plasma membrane level, we speculated that MIB2 deletion either accelerates endocytosis or decreases exocytosis. A previous study reported that PD-L1–binding proteins were involved in endocytosis, nuclear transport, and export pathways (5). When endocytosis was blocked by MBCD or Pitstop 2, the percentage of increased membranous PD-L1 in *MIB2*-proficient B16-F10 cells was similar to that in *MIB2*-KO cells (Supplemental Figure 9, A and B), indicating that MIB2 deletion did not accelerate PD-L1 endocytosis. We then studied the effect of MIB2 depletion on the exocytosis pathway. Lowering the temperature of cells to 20°C allows endocytosis to continue but prevents protein exit from the TGN in the exocytosis arm (42–44). *MIB2*-proficient and *MIB2*-KO B16-F10 cells were incubated at 20°C before returning to 37°C (cold block release). IF data showed that PD-L1 stayed away from the plasma membrane under a cold block yet rapidly redistributed back to the plasma membrane after rewarming. However, the redistribution was not observed in *MIB2*-KO cells (Figure 6A). This result suggests that decreased PD-L1 on the plasma membrane in *MIB2*-KO cells is caused by the inhibition of exocytosis.

To understand how MIB2 may function to reduce PD-L1 exocytosis, we examined the subcellular localization of MIB2 by costaining of MIB2 with multiple subcellular organelles markers, including HSP90B1 (ER), GM130 (cis-Golgi), TGN46 (TGN), LAMP1 (lysosomal), and EEA1 (early endosomes). In addition to its presence in the early endosomal compartments (45), MIB2 was predominantly identified in the Golgi, where it colocalizes with TGN46 (Figure 6B). To further reveal the association of MIB2 in the Golgi, the Golgi fractions of B16-F10 cells were trypsin digested with or without prepermeabilization by Triton X-100. Trypsinization reduced the protein levels of MIB2 and a Golgi lumen protein GALNT2 in the permeable fractions. In contrast, signals for MIB2 and GALNT2 were unchanged in the nonpermeable fractions (Figure 6C). Subcellular fraction assay showed that the expression of PD-L1 was upregulated in the Golgi fraction in *MIB2*-KO MC38 cells (Figure 6D and Supplemental Figure 9C). Moreover, costaining PD-L1 with Golgi markers TGN46 and GM130 further revealed that depletion of MIB2 in MC38 cells caused an accumulation of PD-L1 in the TGN (Supplemental Figure 9, D and E). Reintroduction of MIB2 restored PD-L1 on the plasma membrane of MC38 cells (Supplemental Figure 9F). Mutation of the MIB2-catalyzed ubiquitination site K136 reduced PD-L1 membrane localization and increased PD-L1 expression in the Golgi fraction (Figure 6E and Supplemental Figure 9G). These findings indicate that PD-L1 ubiquitination by MIB2 in TGN is required for PD-L1 exocytosis from TGN to the plasma membrane.

To examine how MIB2 drives the ubiquitinated PD-L1 translocation from the TGN to the plasma membrane via exocytosis, we identified PD-L1–interacting proteins in 293T cells overexpressing MIB2 using mass spectrometry. Cellular organelles in the exocytic and endocytic pathways have a distinctive spatial distribution and communicate through an elaborate system of vesiculotubular transport. RAB proteins and their effectors coordinate consecutive stages of transportation, such as vesicle formation, vesicle and organelle motility, and tethering of vesicles to their target (46). Multiple RAB family proteins bound to PD-L1, and MIB2 overexpression enhanced their binding (Supplemental Figure 10A). Among the identified RABs, 4 RAB proteins (RAB8A, RAB10, RAB13, and RAB14) are functionally involved in protein trafficking from the TGN to the plasma membrane, RAB5 is involved in endocytosis, and RAB11 is involved in recycling (47). Co-IP revealed that the depletion of MIB2 reduces the interaction of PD-L1 with RAB8 but not with other identified RAB proteins in MC38 cells (Supplemental Figure 10B). The decreased interaction between PD-L1 and RAB8 after MIB2 deletion was also confirmed in B16-F10 and A375 cells (Figure 7A and Supplemental Figure 10C) (Figure 7A and Supplemental Figure 10, B and C). The PLAs confirmed that *MIB2* depletion impaired the interaction between PD-L1 and RAB8 in these cells (Figure 7, B and C, and Supplemental Figure 10D); reintroducing MIB2 rescued this interaction (Supplemental Figure 10E). RAB8 interacts with the exocyst, a highly conserved trafficking complex, to facilitate the targeting of newly synthesized proteins from the TGN to the plasma membrane (46–48). Costaining of RAB8 with TGN46 and exocyst components revealed that RAB8 colocalized with TGN46, EXOC2 (exocyst component), and RALGDS (exocyst activator; Supplemental Figure 10F). Co-IP revealed that the interaction between PD-L1 and exocyst components, including RALGDS, EXOC2, and EXOC4, was compromised in *MIB2*-KO cells (Figure 7D), indicating that *MIB2* KO inhibited exocytosis-mediated PD-L1 trafficking. PLAs for RAB8 and PD-L1 with antibodies specific for the ECD or the intracellular domain of PD-L1 revealed that the ECD but not the intracellular domain PLA exhibited strong Duolink signals (Supplemental Figure 10G). PLAs and co-IP showed that RAB8 preferred WT PD-L1 to the K136R mutant (Figure 7E and Supplemental Figure 10H). Moreover, RAB8 knockdown caused an upregulation of PD-L1 in the Golgi fraction (Figure 5F). These results suggest that the ubiquitinated PD-L1 exocytosis from the TGN to the plasma membrane is regulated by RAB8 and its downstream effectors, such as the exocyst.

### MIB2 positively correlates with membrane PD-L1 levels in non–small cell lung cancer.

To investigate the clinical relevance of our findings, we collected 93 non–small cell lung cancer (NSCLC) specimens for IHC analysis of MIB2 and PD-L1. Representative images of high and low MIB2 and PD-L1 membrane expression levels in tumor tissues are shown in Supplemental Figure 10A. We found that 54.8% of the tissues showed high MIB2 expression (Supplemental Figure 11A and Supplemental Table 2) and that MIB2 levels were positively correlated with PD-L1 membrane abundance (Supplemental Figure 11B). Of the 93 tumor specimens, 42 showed low MIB2 expression, 36 of which also showed low PD-L1 membrane staining. In contrast, 51 of the 93 specimens showed MIB2 overexpression, 28 of which also showed a strong PD-L1 membrane signal (Supplemental Figure 11, C and D, and Supplemental Table 2). We also examined MIB2 and PD-L1 mRNA levels related to NSCLC survival in published cohorts (*n* = 1,715 patients) (49). Higher MIB2 or PD-L1 mRNA levels were associated with worse overall survival, progression-free survival, and postprogression survival (Supplemental Figure 11, E and F).

The correlation between MIB2 and sensitivity to PD-1 mAb therapy was evaluated in a separate cohort of 31 patients with NSCLC who underwent needle biopsy before nivolumab treatment as first-line therapy, regardless of the PD-L1 status (Supplemental Table 3). Patients with partial response (PR) to PD-1 mAb were classified as responders, whereas patients with progressive disease (PD) or stable disease (SD) were classified as nonresponders (50). Representative IHC staining images of responders and nonresponders are shown in Figure 8A. There was a positive correlation between MIB2 expression and PD-L1 membrane abundance (Figure 8B). Of the 11 responders, 4 had tumors with high MIB2 expression; 14 of the 20 nonresponders had high MIB2 protein levels (Figure 8, C and D). The percentages of specimens with high or low MIB2 protein levels in the PR, SD, and PD groups are shown in Figure 8E. All 11 responders showed tumor shrinkage after 3 months of PD-1 mAb treatment, whereas 13 of the 20 nonresponders showed increased tumor size. The distribution of the percentage of change in tumor diameter and corresponding MIB2 protein levels in tumor specimens is summarized in Figure 8F. Notably, we found that the protein levels of MIB2 but not those of PD-L1 were positively correlated with changes in tumor size after 3 months of PD-1 mAb treatment (Figure 8, G and H). We used a naive Bayes model to evaluate whether the protein levels of MIB2 and/or membrane PD-L1 could be used to predict which patients may benefit from nivolumab. We found that the expression of both total MIB2 and membrane PD-L1 in the tumor epithelial region exhibited a predictive accuracy of 54.5% for PR (Figure 8I and Supplemental Figure 11G). However, the predictive accuracy of PR based on the expression of MIB2 or PD-L1 alone was 45.4% or 9.1%, respectively (Supplemental Figure 11G). Overall, these findings support that MIB2 is a potential predictive marker for PD-1 blockade therapy in NSCLC.

## Discussion

A common form of ICB resistance may arise from shuttling intracellular PD-L1 to the plasma membrane, as redistribution of PD-L1 to the plasma membrane impairs immunotherapy efficacy (51). The spatiotemporal distribution and dynamics at the cell surface of PD-L1 are strictly regulated in cancer cells. In this study, we identified MIB2 as an E3 ligase that facilitates the intracellular transportation of PD-L1 from the TGN to the plasma membrane through the exocytosis pathway. Unlike other E3 ligases, MIB2 does not reduce the total protein levels of PD-L1, nor does it appear to affect the intrinsic functions of PD-L1 in tumor cells (52). Instead, MIB2 adds K63-linked ubiquitination chains to PD-L1, which acts as a signal that enables its sorting from the Golgi to the plasma membrane. Exocytosis is an essential process that allows a cell to secrete molecules and peptides and regulate the composition of its plasma membrane. More than 60 RAB proteins, small monomeric GTPases of the Ras family, collectively regulate the flow of nearly all endomembrane traffic (46). Of these, RAB8 and RAB11 are found in the TGN, a major sorting station for secretory and membrane proteins (46). Previous studies have shown that RAB11 mediates endosomal recycling of PD-L1, prevents its redistribution to lysosomes for degradation, and restores PD-L1 levels at the plasma membrane (35, 36). We show that K63-linked ubiquitination mediates PD-L1 and RAB8 interaction. Unlike RAB11 in PD-L1 endosomal recycling, RAB8, as an intermediate, regulates PD-L1 membrane trafficking from the TGN to the plasma membrane by interacting with the ECD of PD-L1. With *MIB2* KO or RAB8 knockdown, PD-L1 is enriched in the Golgi. Thus, ubiquitination of PD-L1 by MIB2 is critical for its trafficking from the TGN to the plasma membrane through exocytosis.

We note that the migration pattern of all gel blots in this study showed PD-L1 at a weight of more than 55 kDa (a nascent PD-L1 peptide is of 33 kDa), suggestive of heavy glycosylation and other modifications in the ER and Golgi before MIB2-mediated ubiquitination. There are two possible models for MIB2 to catalyze PD-L1 ubiquitination within the Golgi. First, the ubiquitination process occurs inside the lumen of the TGN with some MIB2 and other needed proteins present. Second, the ECD of PD-L1 retrotranslocates across the TGN membrane towards the cytosol, is ubiquitinated by cytosolic MIB2, and translocates back into the lumen before shuttling to the plasma membrane. The second model has characteristics that partially resemble the ubiquitination of misfolded membrane proteins within the lumen of ER (53). Our experimental data from trypsin digestion with permeabilization and colocalization of PD-L1 and MIB2 with TGN46 favor the first model. However, we cannot completely rule out the second model, as MIB2 could be tightly associated with the outer membrane of Golgi (preventing trypsin digestion) and yet be stripped out upon treatment with Triton X-100.

PD-L1 expression is used to predict stratification of patients receiving PD-1 or PD-L1 mAb therapy (54); this process is complex because of variable antibodies and platforms, the subjective nature of scoring, and noninterchangeable definitions of PD-L1 positivity (55). Most companion or complementary diagnostic devices for PD-L1 expression levels in tumor cells used in approved ICB therapies or during clinical trials require membranous staining (56). As membrane PD-L1 levels are regulated by multiple factors (11, 57), knowledge of the regulation of the expression, stability, and trafficking of PD-L1 is crucial for optimizing patient stratification. We demonstrate a positive correlation between MIB2 expression and the membrane abundance of PD-L1 in tumor cells in NSCLC tissues. The combination of the total level of MIB2 and membrane PD-L1 or MIB2 only in NSCLC tumors is a better predictor than the level of membrane PD-L1 alone, should there be a need to select responders for anti–PD-1 (nivolumab) immunotherapy and assign nonresponders for clinical trials. The use of PD-L1 membranous staining to stratify patients for nivolumab treatment is no better than random assignment (~35.5%, 11 of 31), likely because PTMs such as N-glycosylation of PD-L1 compromise its detection in tumors (58). Without MIB2, PD-L1 within tumor cells cannot be translocated to the plasma membrane for its extrinsic function in binding PD-1 and evading immunity. Beyond PD-L1 ubiquitination, MIB2 may have other intrinsic oncogenic functions (59–61). MIB2-deficient tumors are more sensitive to PD-1 mAb in mice, making MIB2 a therapeutic target for enhancing immunotherapies. Thus, MIB2 is both a promising indicator for precision therapeutic stratification and an attractive target for improving the efficacy of ICB.

In summary, we revealed what we believe to be a new mechanism of immunosuppression in tumor cells through MIB2-mediated ubiquitination of PD-L1, which enables its translocation to the plasma membrane. With the assistance of RAB8, MIB2-mediated K63-linked ubiquitination chains act as a sorting signal required explicitly for PD-L1 protein translocation from the Golgi to the plasma membrane through exocytosis, the last step before PD-L1 performs its extrinsic immune-evading function. PD-L1 ubiquitination by MIB2 is a nonproteolytic PTM that regulates the spatial transportation of PD-L1 and antitumor immunity.

## Methods

Further information can be found in the Supplemental Methods.

### Cell lines.

A375, 293T, B16-F10, LLC1, and MC38 cell lines were cultured in DMEM, supplemented with 10% FBS. HCT116 and HT29 cells were maintained in McCoy’s 5A (modified) medium, supplemented with 10% FBS. A549 cells were cultured in RPMI-1640 medium supplemented with 10% FBS. All cell lines were obtained from ATCC and checked for mycoplasma.

### Mouse models.

The immunocompromised NSG and immunocompetent C57BL/6 mice (female, 6–8 weeks old) were obtained from The Jackson Laboratories. B16-F10 or MC38 tumors were established by subcutaneously injecting B16-F10 sgCtrl/sgMIB2 (1 × 10^5^) or MC38 sgCtrl/sgMIB2 (2 × 10^5^) cells in 100 μL PBS into the right flank of NSG/C57BL/6 mice. Tumors were measured by calipers every 2 days. Tumor volume was calculated using the following formula: tumor volume (mm^3^) = (length × width × width/2), where length was the longest diameter and width was the shortest diameter. Mice with tumors greater than 1,200 mm^3^ were sacrificed. For mouse PD-1 mAb treatment, MC38 sgCtrl/sgMIB2 (2 × 10^5^) cells in 100 μL of PBS were injected into the right flank of C57BL/6 mice. Seven days later, the mice were pooled and randomly divided into control antibody and PD-1 mAb (200 μg/mouse/100 μL PBS/every 3 days) treatment groups. Antibody administration was conducted by intraperitoneal injection every 3 days. The in vivo metastasis models were established by tail vein injection of B16-F10 sgCtrl/sgMIB2 (1× 10^5^) cells into NSG or C57BL/6 mice. For survival studies, animals were monitored with tumor volume measured every 2 days after tumor cell inoculation, and animals were euthanized when tumor volume exceeded 1,500 mm^3^.

### Plasmids.

FLAG–PD-L1 (RC213071) in the pCMV6-Entry vector and GFP–PD-L1 A (Del 1–18 AA; deletion of the amino acid residues 1–18), GFP–PD-L1 B (Del 19–238 AA), GFP–PD-L1 C (Del 239–259 AA), GFP–PD-L1 D (Del 260–290 AA), GFP–PD-L1 E (1–18 AA only), GFP–PD-L1 F (19–238 AA only), GFP–PD-L1 G (239–259 AA only), GFP–PD-L1 H (260–290 AA only), PD-L1 mutants (K25R, K41R, K46R, K75R, K89R, K105R, K124R, K129R, K136R, K162R, K178R, K185R, K263R, K270/271R, and K280/281R) were generated using the Q5 Site-Directed Mutagenesis kit (catalog E0554S, New England Biolabs) following the manufacturer’s standard protocol. All mutants were verified by DNA sequencing. FLAG-MIB2, HA-MIB2, and mutants, including MIB2 A (1–954 AA), MIB2 B (1–875 AA, Del RING domains), MIB2 C (1–507 AA), MIB2 D (125–999 AA), MIB2 E (175–999 AA), and MIB2 F (272–999 AA) were provided by Vanessa Redecke at St. Jude Children’s Research Hospital (Memphis, Tennessee, USA) (63). The customized E3 ligase shRNA library (137 E3 ligases, Supplemental Table 1), which contains 4 different shRNA oligonucleotides for each gene, was purchased from Sigma-Aldrich. The guaranteed sgRNAs targeting human/mouse MIB2 or PD-L1, and the shRNA targeting MIB2, were purchased from Horizon Discovery.

### Statistics.

All quantitative results are expressed as mean ± SEM of 3 independent experiments. Differences between means were evaluated by 2-tailed Student’s *t* test or ANOVA when data were normally distributed. The clinicopathologic significance of clinical samples was evaluated by the χ² test for categorical data. Kaplan-Meier analysis and the log-rank test (Mantel-Cox) were used for survival analysis. A *P* value of less than 0.05 was considered significant. The naive Bayes model was developed to predict treatment response for our NSCLC cohort using the open-source machine learning software Orange (64).

### Study approval.

All animal experiments were performed with the approval of the Institutional Animal Care and Use Committee of Baylor College of Medicine, following the guidelines established by the NIH Guide for the care and use of laboratory animals. For experiments using human samples, all samples were anonymously coded following local ethical guidelines (as stipulated by the Declaration of Helsinki). Written informed consent was obtained from patients, and the protocol was approved by the Ethical Review Board of Central South University.

## Author contributions

Xinfang Yu, WL, HL, and XW conceived and designed the study. Xinfang Yu, WL, HL, XW, C Coarfa, and Xinlian Yu acquired and/or analyzed and interpreted data. C Cheng, ZZ, and KHY provided additional conceptual advice, experimental design assistance, and technical support. YC coordinated the study sample collection. Xinfang Yu, WL, and YL drafted the manuscript. All authors revised the manuscript for important intellectual content and approved the final version submitted for publication.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
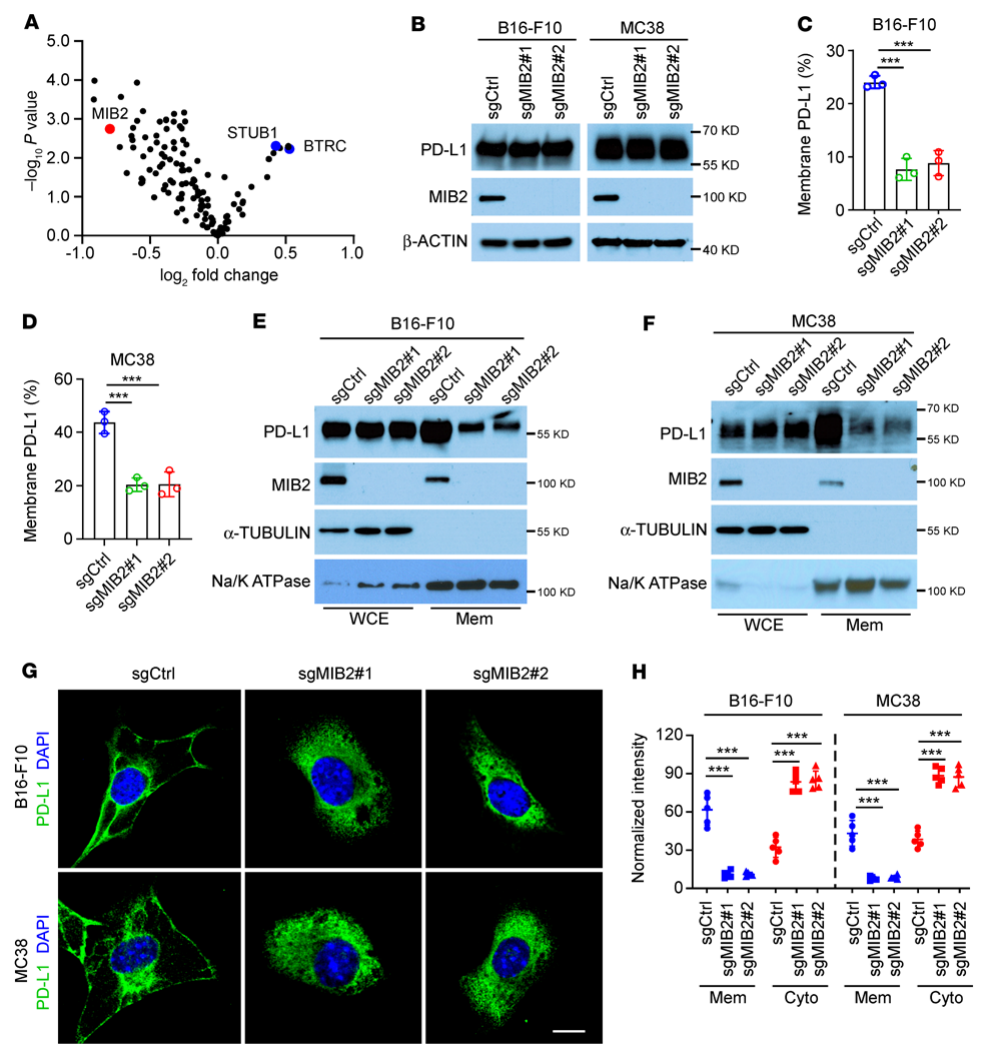
MIB2 regulates membrane PD-L1 levels in tumor cells. (**A**) Volcano plot showing the E3 ligases identified from FACS. MIB2 is indicated in red, and STUB1 and BTRC are indicated in blue. (**B**) Immunoblotting (IB) analysis of PD-L1 levels in MIB2-KO B16-F10 and MC38 cells. (**C** and **D**) FACS analysis of membrane PD-L1 levels in (**C**) B16-F10 and (**D**) MC38 cells. (**E** and **F**) IB analysis of PD-L1 protein levels in whole-cell extract (WCE) and membrane fractions (Mem) from (**E**) B16-F10 and (**F**) MC38 cells. (**G** and **H**) Immunofluorescence analysis of PD-L1 in B16-F10 and MC38 cells. (**G**) Representative images of green fluorescence–labeled PD-L1. Scale bar: 10 μm. (**H**) Quantitative analysis of membrane- and cytoplasmic-expressed PD-L1 (*n* = 5). Cyto, cytoplasm. ***P < 0.001 by 1-way ANOVA test with Dunnett’s multiple comparisons test (**C**, **D**, and **H**).

**Figure 2:**
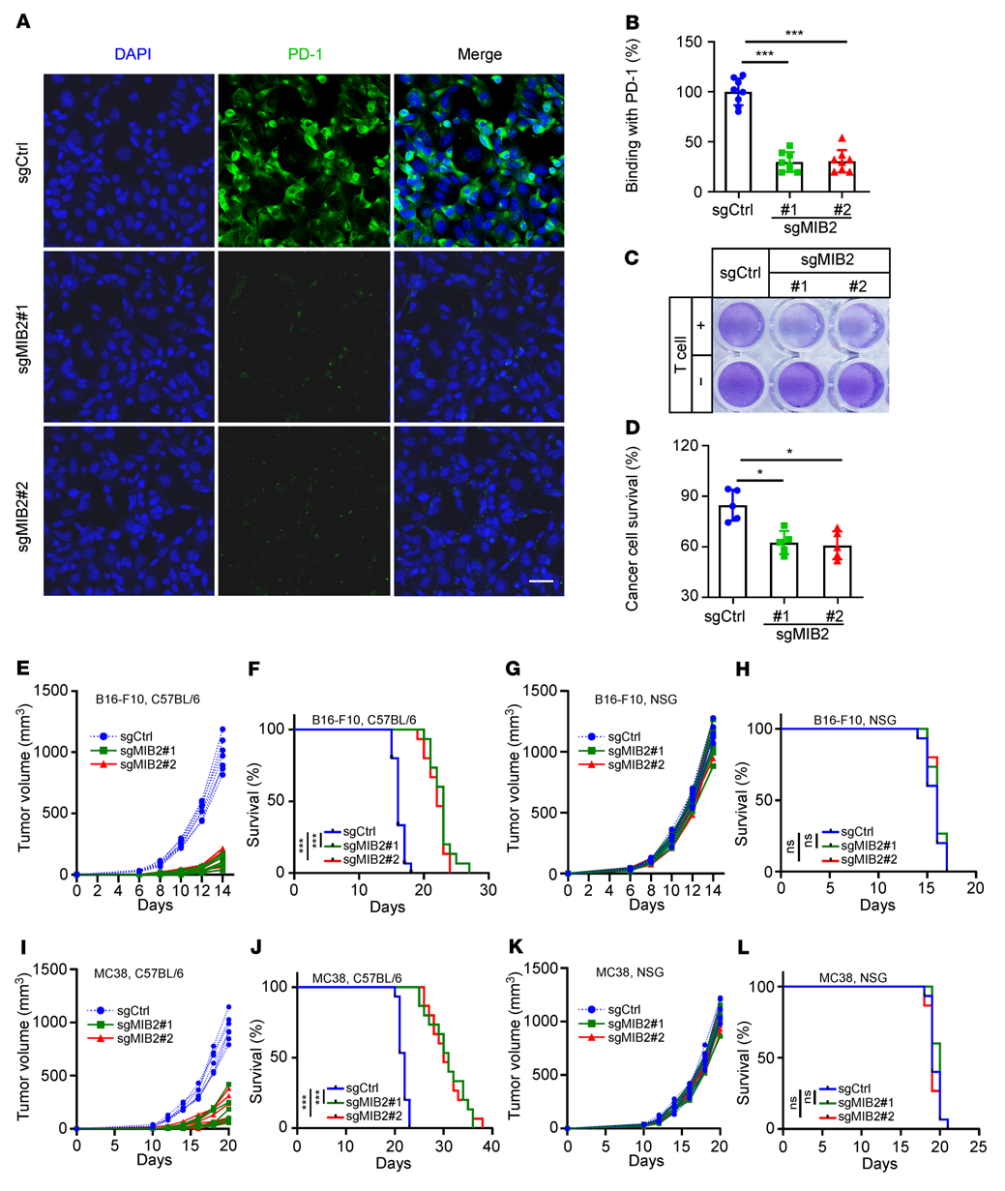
Depletion of MIB2 enhances antitumor immunity. (**A** and **B**) Immunofluorescence analysis of PD-1 at the A375 cell surface. (**A**) Representative images of binding of green fluorescence–labeled exogenous PD-1-Fc. Scale bar: 25 μm. (**B**) Quantitation (*n* = 7). (**C** and **D**) A375 cell survival upon incubation with allogeneic T cells. A375 cells were cocultured with or without activated T cells at a ratio of 1:5 for 48 hours and subjected to crystal violet staining. (**C**) Representative images. (**D**) Quantitation. (**E**) Growth curve of B16-F10 tumors in C57BL/6 mice (*n* = 7 per group). (**F**) Kaplan-Meier survival curves of B16-F10 tumor-bearing C57BL/6 mice (*n* = 15 per group). (**G**) Growth curve of B16-F10 tumors in NSG mice (*n* = 7 per group). (**H**) Kaplan-Meier survival curves of B16-F10 tumor-bearing NSG mice (*n* = 15 per group). (**I**) Growth curve of MC38 tumors in C57BL/6 mice (*n* = 7 per group). (**J**) Kaplan-Meier survival curves of MC38 tumor-bearing C57BL/6 mice (*n* = 15 per group). (**K**) Growth curve of MC38 tumors in NSG mice (*n* = 7 per group). (**L**) Kaplan-Meier survival curves of MC38 tumor-bearing NSG mice (*n* = 15 per group). *P < 0.05; ***P < 0.001; by log-rank (Mantel-Cox) test (**F**, **H**, **J**, and **L**) and by 1-way ANOVA test with Dunnett’s multiple comparisons test (**B** and **D**). Data are shown as the mean ± SEM.

**Figure 3:**
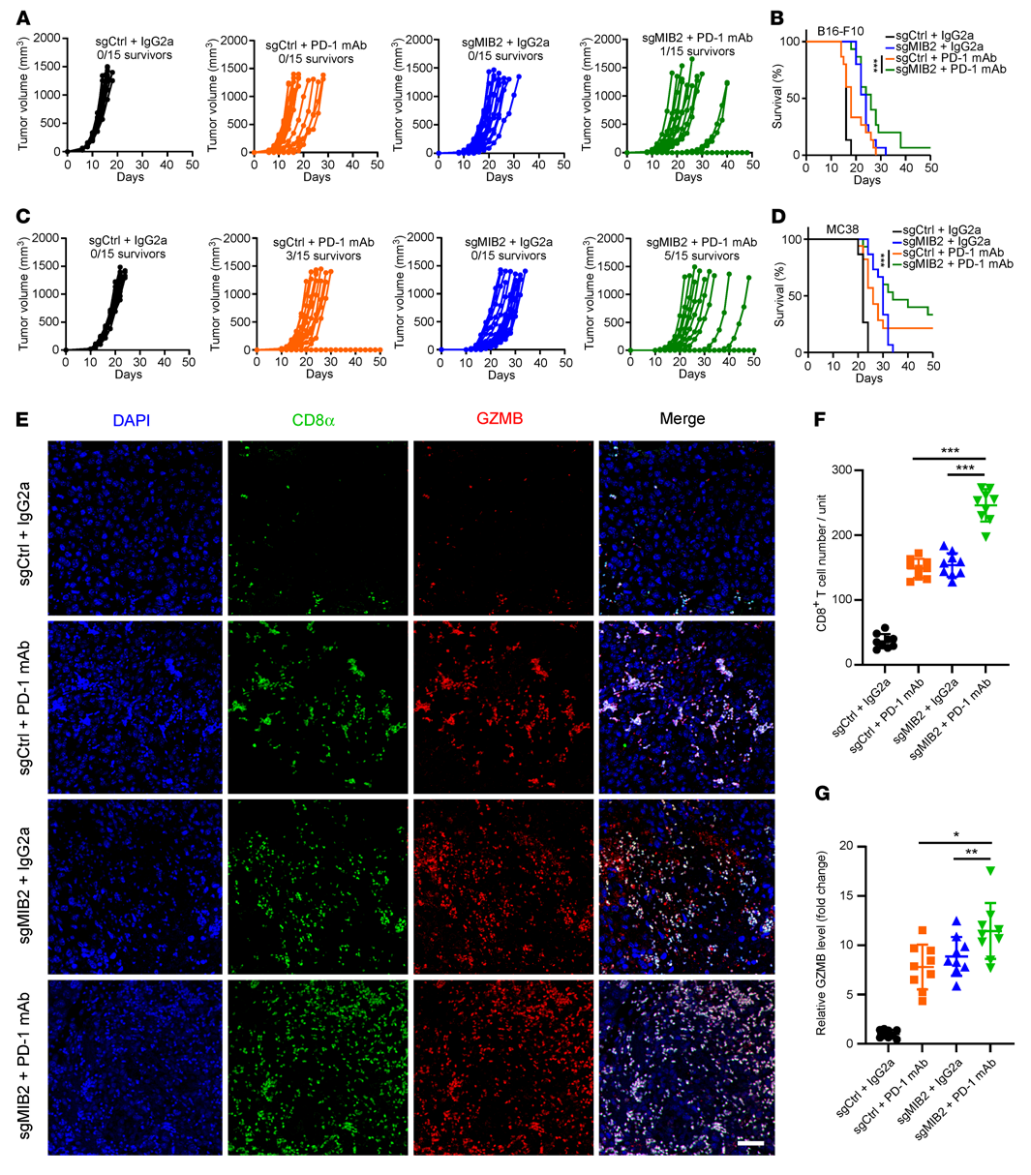
Depletion of MIB2 improves the efficacy of anti–PD-1 immunotherapy. (**A**) Volumes of B16-F10 syngeneic tumors treated with control antibody (IgG2a) or PD-1 mAb. (**B**) Kaplan-Meier survival curves for each treated group from **A** (*n* = 15 per group). (**C**) Volumes of MC38 syngeneic tumors treated with control antibody (IgG2a) or PD-1 mAb. (**D**) Kaplan-Meier survival curves for each treated group from **C** (*n* = 15 per group). (**E**–**G**) Immunostaining of CD8 and granzyme B (GZMB) in the B16-F10 tumors treated with control (IgG2a) or PD-1 mAb. Data are shown as the mean ± SD (*n* = 9); 3 tissue slides per tumor. (**E**) Representative images. Scale bar: 50 μm. (**F**) Quantification of CD8^+^ T cells. (**G**) Relative GZMB level. Unit = 262,144 μm^2^ (the area of the tumor tissue). *P < 0.05; **P < 0.01; ***P < 0.001 by log-rank (Mantel-Cox) test (**B** and **D**) and by 1-way ANOVA test with Dunnett’s multiple comparisons test (**F** and **G**). Data are shown as the mean ± SEM.

**Figure 4:**
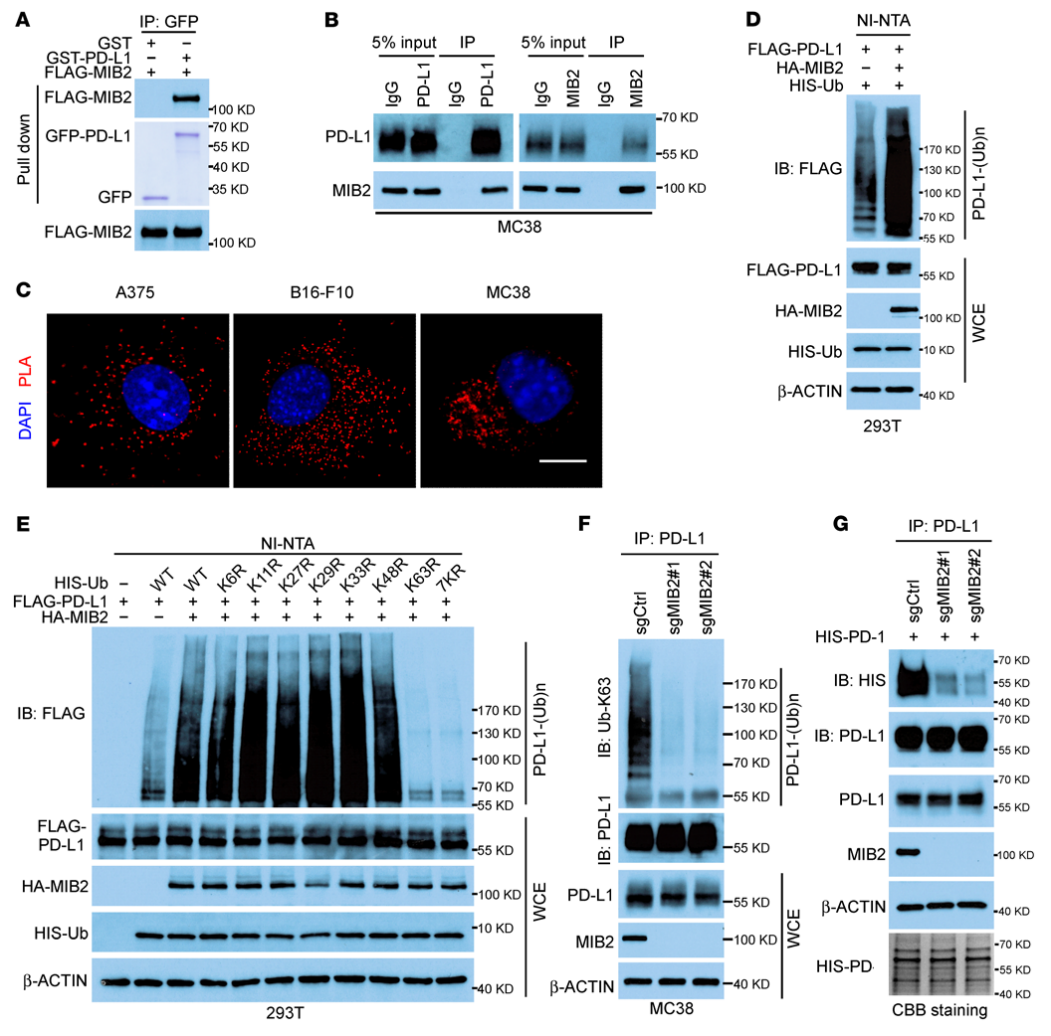
MIB2 promotes K63-linked ubiquitination of PD-L1. (**A**) Direct binding between PD-L1 and MIB2. FLAG-MIB2 immunoprecipitated from 293T cells bound to purified GST–PD-L1 in vitro. Purified GST–PD-L1 was examined by Coomassie Blue staining. (**B**) Co-IP analysis of the endogenous PD-L1 and MIB2 in MC38 cells. (**C**) Proximity ligation assay (PLA) analysis of PD-L1 and MIB2 in A375, B16-F10, and MC38 cells. Scale bar: 10 μm. (**D**) In vivo PD-L1 ubiquitination by MIB2 in 293T cells transfected with expression constructs. (**E**) Immunoprecipitation (IP) and immunoblotting (IB) analysis of 293T cells transfected with various ubiquitin mutant constructs. (**F**) IP and IB analysis of MIB2-KO MC38 cells using Ub-K63–specific antibody. (**G**) IP and IB analysis of PD-L1 in A375 cells interacting with purified HIS–PD-1.

**Figure 5:**
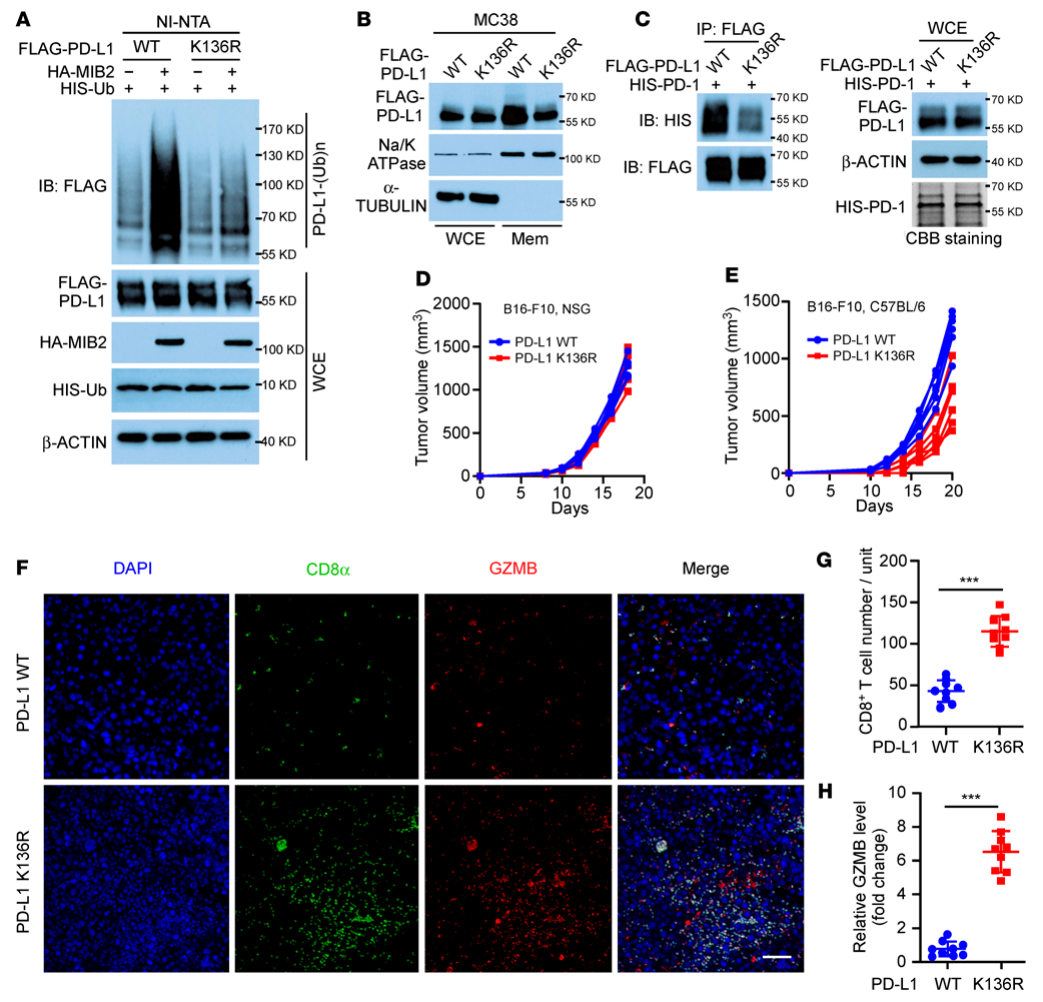
MIB2 catalyzes PD-L1 ubiquitination on K136 residue. (**A**) In vivo PD-L1 ubiquitination by MIB2 in 293T cells transfected with PD-L1 WT or the K136R mutant expression construct. (**B**) Immunoblotting (IB) analysis of PD-L1 protein levels in whole-cell extract (WCE) and membrane fractions (Mem) from MC38 cells expressing WT PD-L1 or the K136R mutant. (**C**) Immunoprecipitation (IP) and immunoblotting (IB) analysis of A375 cells with WT PD-L1 or K136R mutant interacting with purified HIS–PD-1. (**D** and **E**) Tumor growth curves of (**D**) NSG and (**E**) C57BL/6 mice inoculated with B16-F10 cells expressing PD-L1 WT or the K136R mutant (*n* = 5 per group). (**F**–**H**) CD8 and granzyme B (GZMB) immunostaining in the B16-F10 PD-L1 WT and PD-L1 K136R mutant tumors from C57BL/6 mice (*n* = 9); 3 tissue slides per tumor. (**F**) Representative images. Scale bar: 50 μm. (**G**) Quantification of CD8^+^ T cells. (**H**) Relative GZMB level. Unit = 262,144 μm^2^ (the area of the tumor tissue). **P < 0.01; ***P < 0.001, by unpaired, 2-tailed *t* test between 2 groups (**G** and **H**). Data are shown as the mean ± SEM.

**Figure 6:**
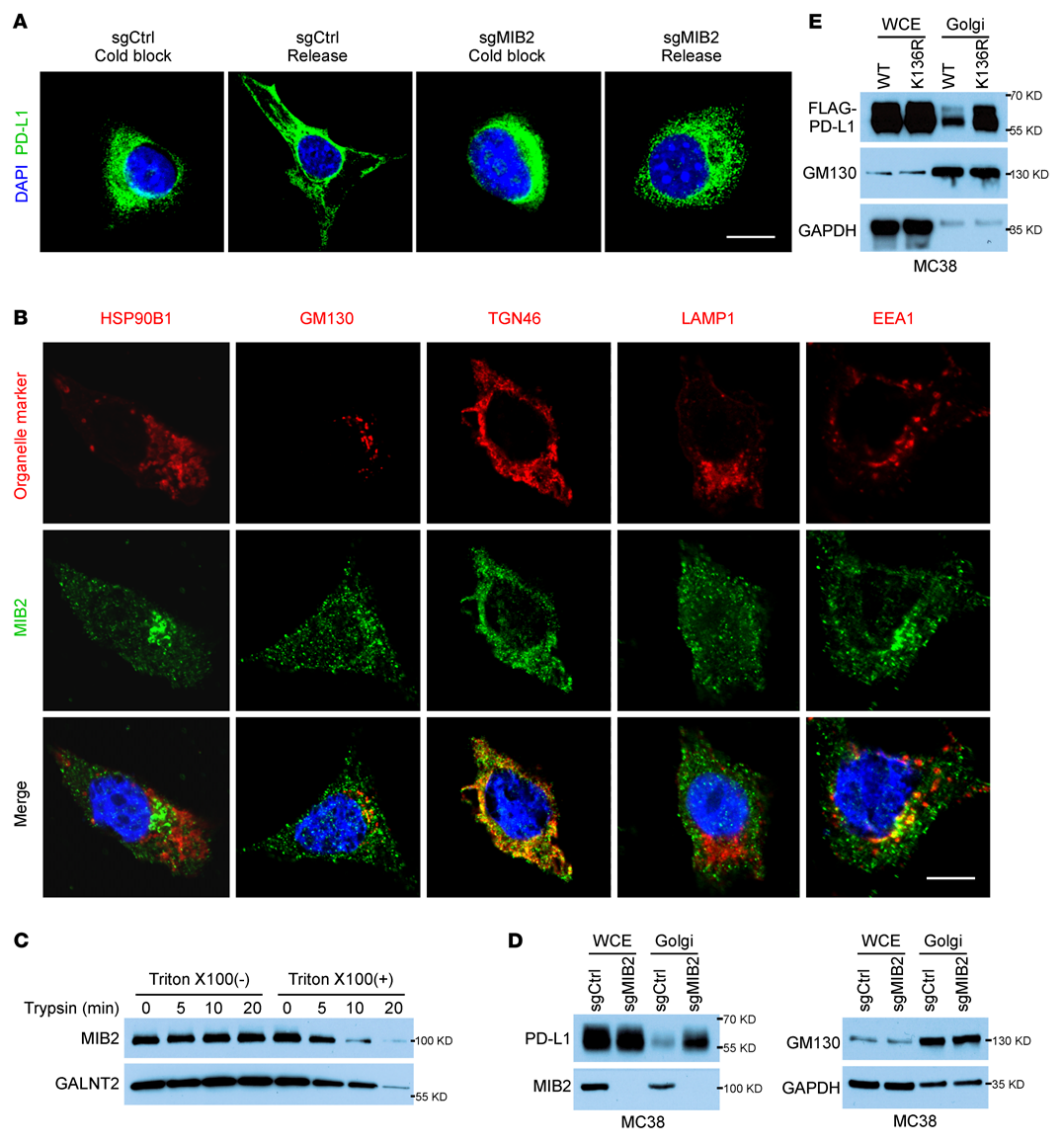
Ubiquitination by MIB2 is required for PD-L1 exocytosis. (**A**) Immunofluorescence analysis of PD-L1 in B16-F10 cells after cold block release. Scale bar: 10 μm. (**B**) Colocalization of MIB2 and subcellular organelles markers in B16-F10 cells. Scale bar: 10 μm. (**C**) Immunoblotting (IB) analysis of MIB2 and Galnt2 in trypsin-digested Golgi fractions with or without permeabilization. (**D**) IB analysis of PD-L1 in the whole-cell extract (WCE) and isolated Golgi from MC38 cells. (**E**) IB analysis of PD-L1 in the WCE and isolated Golgi from MC38 cells expressing PD-L1 WT or K136R mutant.

**Figure 7:**
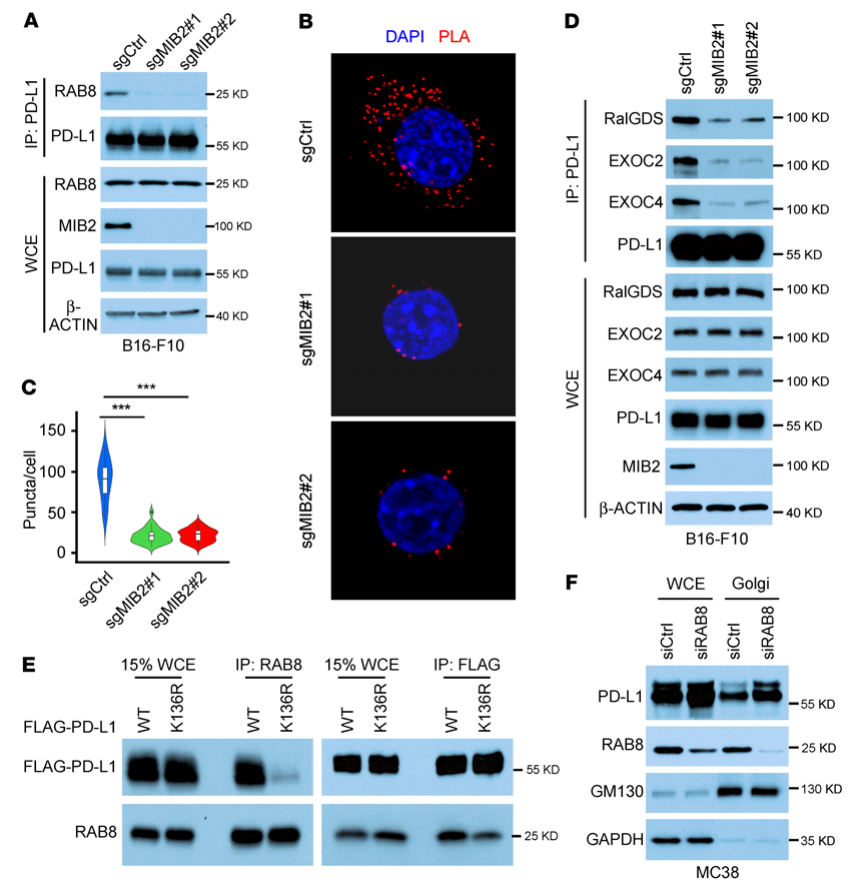
Ubiquitination by MIB2 is required for the PD-L1 and RAB8 interaction and exocytosis. (**A**) Coimmunoprecipitation (Co-IP) and immunoblotting (IB) analysis of endogenous PD-L1 and RAB8 in B16-F10 cells. (**B** and **C**) Proximity ligation assay (PLA) analysis of the PD-L1 and RAB8 interaction in MC38 cells. (**B**) Representative images. Scale bar: 10 μm. (**C**) Quantitation. Lines within the boxes denote median values; the tops of boxes represent the upper quartile (75th percentile), and bottoms of boxes represent the lower quartile (25th percentile); and widths denote cell densities. (**D**) Co-IP and IB analysis of endogenous PD-L1 and exocyst components in B16-F10 cells. (**E**) Co-IP analysis of the PD-L1 (WT or K136R) and RAB8 interaction in PD-L1–KO B16-F10 cells transfected with the indicated constructs. (**F**) IB analysis of PD-L1 in the whole-cell extract (WCE) and isolated Golgi from RAB8-silenced MC38 cells. ***P < 0.001, by 1-way ANOVA among 3 groups (**B** and **C**). Data are shown as the mean ± SEM.

**Figure 8:**
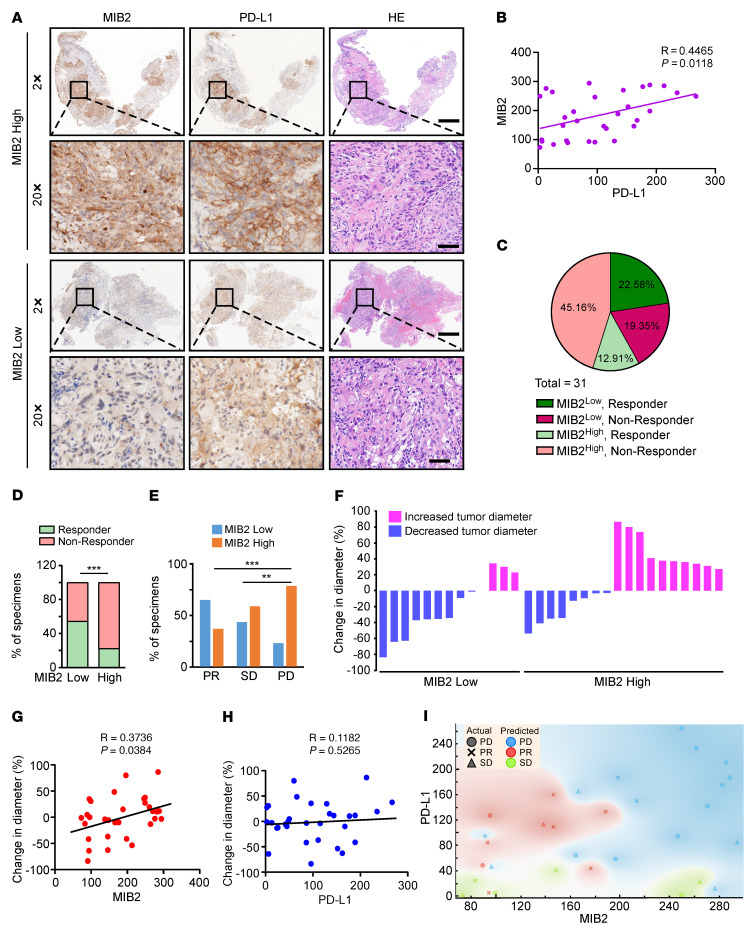
Membrane PD-L1 levels positively correlate with MIB2 expression in non–small cell lung cancer. (**A**) Representative IHC images for MIB2 and PD-L1 from nivolumab-treated patients with non–small cell lung cancer (NSCLC). The top two rows show images from a nonresponder; the bottom two rows show images from a responder. Scale bar: 500 μm (first and third rows); 50 μm (second and fourth rows). (**B**) Scatterplot showing the correlation between MIB2 and membrane PD-L1 levels in NSCLC specimens. Each plot represent 1 patient (*n* = 31). (**C**) Pie chart of MIB2 and membrane PD-L1 levels in 31 NSCLC specimens. (**D**) The percentage of responders and nonresponders displaying low or high MIB2 protein levels in 31 NSCLC specimens. (**E**) The percentages of patients with tumors exhibiting low or high MIB2 levels in the groups with partial response (PR), stable disease (SD), or progressive disease (PD). (**F**) Change in the diameter of tumors from patients with NSCLC treated with PD-1 mAb. Pink represents increased tumor diameter; and blue represents decreased tumor diameter. (**G** and **H**) Scatterplot showing the correlation between (**G**) MIB2 or (**H**) membrane PD-L1 levels and the response to PD-1 mAb treatment. (**I**) Naive Bayes model to classify 3 response groups based on the ratio of MIB2 and PD-L1 IHC scores. **P < 0.01; ***P < 0.001 by χ^2^ test for contingency (**D** and **E**).

How the deposited data were processed for this re-analysis (not part of the article)

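Single-cell RNA-Seq libraries of B16-F10 tumors from C57BL/6 mice were analyzed, with 1 library labelled shCtrl and 2 labelled shMib2, each from the pooled tumors of 3 mice. The labels give the 2 libraries labelled shMib2 the same treatment and different shRNAs, and they were taken as replicates 1 and 2. Per the labels and the file headers, the authors aligned the reads to mm10 with Cell Ranger 4.0.0. The authors deposited raw UMI counts per gene and cell barcode, without normalization, for 32285 genes and 9558, 9428 and 8388 barcodes, in the order shCtrl, shMib2 replicate 1 and shMib2 replicate 2. The number of barcodes is that of a filtered matrix, with cells called before deposition. Coordinates are those of GENCODE vM21.

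Barcodes with at least 200 genes and at most 20% mitochondrial UMIs were kept. Doublets were scored against simulated doublets, and a share of 0.8% for every 1000 barcodes was removed, or 7.64%, 7.54% and 6.71% of the barcodes that passed the filter. Counts were scaled to 10000 per cell and logged, and 2000 variable genes without variable segments of T cell receptors gave 30 principal components. A graph of 20 nearest neighbors was clustered by the Leiden algorithm at resolution 1 with seed 7. Clusters were named by lists of marker genes, and a cluster in which no list reached its minimum stayed unnamed. T and NK clusters were clustered again to name T cell groups. Shares are per library, with Wilson 95% intervals, and a ratio is the mean of the 2 libraries labelled shMib2 over the library labelled shCtrl, with the SD of the 2 single ratios. No test was run on shares, because cells are not replicates. A count of 0 is given with a limit of 3 counts. Shares of cells with a UMI were repeated with cells thinned to 1000 UMIs.

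UMI counts were summed per library over the cells of each class with at least 20 cells in every library, which B16-F10 cells, T cells, NK cells, B cells and erythrocytes had. Mononuclear phagocytes, dendritic cells, the stromal classes and the CD8 cytotoxic group had fewer cells in the library labelled shCtrl and were not tested. The sums were normalized by TMM, genes were kept by filterByExpr, and edgeR's quasi-likelihood test with Benjamini-Hochberg correction was used at a threshold of 0.05. With 1 residual degree of freedom, the lone library labelled shCtrl is assumed to vary like those labelled shMib2, whose spread includes the difference between the shRNAs. Gene lists, 26 in number, were tested with camera from limma at a preset correlation of 0.01 and with an estimated correlation. With 1 residual degree of freedom, a call lost under the estimated correlation is not evidence that correlation explains the list result. The named genes are those the paper names, up to 12 in each direction with the largest fold changes among genes that passed with a mean of at least 20 CPM and both libraries labelled shMib2 on the same side, and 2 to 4 members of each list described, those with the lowest p. Markers of another class, receptor segments and mitochondrial, ribosomal and predicted genes were left out of this rule. The markers, lists, tests and this rule were fixed before the data were examined.

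The test was tried on simulated data made from these counts with 200 changed genes, 100 at each of 2 sizes. At a log2 fold change of 1 it recovered 70 of 100 in B16-F10 cells, 9 in T cells, 7 in NK cells, 29 in B cells and 15 in erythrocytes. At a log2 fold change of 2 it recovered 95, 46, 33, 72 and 72. In the same order, 15566, 8220, 5956, 973 and 738 genes were tested. The 200 changed genes were a far larger part of these in B cells and erythrocytes, so recovery cannot be compared between classes. Of 174, 56, 42, 105 and 97 calls over both sizes, 9, 1, 2, 4 and 10 were false.

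The alternatives covered the cell filter (none, or at least 500 genes and at most 10% mitochondrial UMIs), doublets kept, clustering resolutions of 0.5 and 2, 15 and 50 principal components, centring within library, receptor segments kept, other denominators, thinned cells, DESeq2 and its size factors, filters on low counts (none, or at least 50 UMIs), equal numbers of UMIs or cells per library, and each library labelled shMib2 left out. The levels that RNA of other cells would give were estimated from the markers of those cells in the class tested, and the whole estimated level was set against the rise, because the estimate runs too high where the class tested expresses a marker itself. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.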

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

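The tests of explanations in this part were chosen after the results they bear on were seen. Since RNA of Mib2 was not lower in the libraries labelled shMib2, each direction here is between labels.

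The paper's text does not report genes of the B16-F10 cells, in which 17 of 23 measured members of the interferon gamma response list and 12 of 18 of the MHC class I presentation list were higher in the libraries labelled shMib2 at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction. The whole level that RNA of other cells would give in the libraries labelled shMib2, estimated from their markers, was 5.99% of the rise of the median called gene of the first list and 21.1% of the second; the estimate runs too high where B16-F10 cells express a marker themselves, so this argues against such RNA as the source of most of these genes but not of Irf8, at an estimated 2.29 and 2.81 CPM against 1.91 and 2.68 measured, and decides nothing for H2-Q7, at 2.1 against 0.0701 CPM in the library labelled shCtrl. Without the B16-F10 clusters of low UMI count, 13 of the 17 genes were called again, so these clusters are not the whole cause for those. Of the 17 and the 12 genes, 10 and 6 were called again with the strict cell filter, 10 and 10 with equal cells per library, and 0 and 0 with no filter on low counts, all still higher. Interferon from the more frequent T and NK cells may act on the tumor cells, but this was not tested, and a difference between pools of tumors cannot be told apart from the shRNAs, as each library is 1 pool.

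Immune cells made up a larger share of all cells in the libraries labelled shMib2, and so did stromal classes that the paper's text does not report apart, with ratios of 2.31 for pericytes or smooth muscle cells (2.69 and 1.94 in the single libraries), 24.1 for fibroblasts (12.2 to 44.4 over the settings) and 12.2 for endothelial cells (7.71 and 16.8 in the single libraries), from 12 and 2 cells in the library labelled shCtrl, 6 of the 12 in a cluster that also carried the smooth muscle genes Acta2 and Tagln. Fewer B16-F10 cells alone would raise every other class alike. The ratio of T cells was 4.08 times that of pericytes or smooth muscle cells (95% interval 2.14 to 7.77, 2.65 and 6.39 in the single libraries). It was 3.38 to 7.42 times in the 10 settings that gave both classes, each interval above 1. These intervals cover counting error only, and the library labelled shCtrl had 13 pericytes or smooth muscle cells. The 13 cells held Dct at 2275.1 CPM, against 116.7 CPM in shMib2 replicate 1, so they carried RNA of B16-F10 cells. Against B cells the same value was 5.41 (3.78 to 7.75), but 1.31 (0.66 to 2.6) with the strict cell filter. Among named cells other than B16-F10 cells, the immune share had a ratio of 0.977 (SD 0.0559), as fewer B16-F10 cells alone would give. With no cell filter it was 1.54. The ratio of fibroblasts was 2.51 times that of T cells (95% counting interval 1.36 to 4.64). This interval was above 1 in 10 of 11 settings, but not with centring within library (1.33, 0.814 to 2.17). These unequal ratios argue against fewer B16-F10 cells alone as the cause, although few stromal cells of the library labelled shCtrl enter them. The immune share among named cells cannot decide this, because it sums classes that can move apart. Fewer B16-F10 cells stay open as part of the cause of the larger immune share. A wrong label stays open, as do knockdown lost in the tumors and an shRNA that acts without a lower UMI count, which were not tested, because the lowest ratio of Mib2 RNA to the library labelled shCtrl was 1.09 and neither library labelled shMib2 was below 1. The paper's immunofluorescence staining, with more CD8+ T cells and granzyme B in knockdown tumors (Supplemental Figure 4I), runs in the direction of the labels, but the paper's text gives no MIB2 level for these tumors, and this does not settle it. Tumor size, dissection and dissociation may also differ between the pools and were not tested.

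Of the 25 genes changed in T cells, the whole level that RNA of other cells would give in the libraries labelled shMib2 was 20.1% of the rise of the median gene called higher, which argues against it as the source of most of them but not of Lgals3 (65.6%). With the group mix of the library labelled shCtrl, 9 of the 25 were called again, so a change in the mix of T cell groups alone is not the cause for those. For others it stays open: the log2 fold change of Gzmb went from 2.38 (standard error 0.24) to 1.12 (standard error 0.33, adjusted p = 0.178 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction), a smaller change with a wider error, and that of Klf2 from −1.20 to −0.33 (standard error 0.19, adjusted p = 0.733 from the same edgeR test), while without the naive group they were 2.14 (standard error 0.25) and −0.84 (standard error 0.20), so the mix may account for part of these changes. The groups were named with genes such as Gzmb and Klf2, so holding their mix also holds part of these changes.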

How the results depend on the processing

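Settings without the B16-F10 clusters of low UMI count, without genes higher in another class, with the group mix of the library labelled shCtrl, without the naive group, and with other groups or the largest cluster alone as CD8 cytotoxic were chosen after seeing the data. The cause of the changes given here was not tested unless it is named. No paired analysis was possible because the groups share fewer than 2 replicate numbers.

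Of 263 values of shares and their ratios, 195 moved by less than their spread, 66 moved further and 2 reversed. The ratio of immune shares, 7.71, was 11.1 with the strict cell filter. The ratio of CD8 cytotoxic T cells, 2.82, was 2.88 with no cell filter, 2.22 with the strict filter, 2.76 with doublets kept and 2.06 with centring within library. By marker UMIs per cell, without clusters, it was 3.36, and the same marker UMIs in thinned cells gave 3.06. The ratio of the group was 3.29 and 3.39 at subcluster resolutions 0.5 and 2, 2.7 with receptor segments kept and 27.3 among all cells. It was 2.28 with the proliferating group, 2.86 with the effector group and 3.56 for its largest cluster alone. The ratio of effector or activated T cells, 3.1, was 2.28 at subcluster resolution 2 and 31.4 among all cells. With the strict filter, doublets kept, centring within library, subcluster resolution 0.5 or receptor segments kept, no cluster was named effector or activated, so these gave no value. Each of the ratios given for these 3 results stayed above 1. The ratio of naive T cells, 0.356, reversed to 3.41 among all cells, because T cells were more frequent. That of erythrocytes, 2.3, reversed to 0.965 with the strict filter, and that of B cells, 1.81, became 8.82 with it. Some other ratios crossed 1 but were not counted as reversed. That of NK cells among immune cells went from 1.35 to 0.986 with the strict filter. That of immune cells among named cells other than B16-F10 cells went from 0.977 to 1.54 with no cell filter. That of NKT cells, 0.969, reached up to 9.49 over the settings. Leaving out each library labelled shMib2 gave ratios of 5.49 to 9.92 for immune cells, 7.13 to 12.4 for T cells, 2.8 to 2.83 for CD8 cytotoxic and 2.59 to 3.61 for effector or activated T cells, and shares of 0 to 0.714% for T cells with UMIs of both Cd4 and Cd8a.

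Of 56 counts of changed genes, 26 were within 1.5 times the reported count and 30 moved further. The 151 genes of B16-F10 cells became 41 with the strict filter, 295 with doublets kept, 257 by DESeq2 and 0 with no filter on low counts. They became 98 with equal UMIs per library, 61 with equal cells per library and 98 without clusters of low UMI count. Without genes higher in another class they became 2, but only 12 of the 151 were tested there. None of the called genes of the interferon gamma response and MHC class I presentation lists was among these 12. The 25 of T cells became 61 with no cell filter, 105 with the strict filter, 75 with doublets kept, 97 at resolution 2, 6 by DESeq2, 100 with no filter on low counts, 87 with the higher one and 45 with equal UMIs per library. The 1 of NK cells became 14 with no cell filter, 21 with the strict filter, 13 with doublets kept, 11 with DESeq2's size factors, 12 with no filter on low counts, 9 with equal UMIs and 0 with equal cells. The 4 of B cells became 10 with no cell filter, 1 with no filter on low counts, and 0 by DESeq2, with the higher filter on counts, equal UMIs or equal cells. The 0 of erythrocytes became 1 with no cell filter.

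Of 1228 values of named genes, 1010 kept their direction and side of the threshold, 121 lost and 62 gained a call, 27 moved and 8 reversed. The log2 fold change of Pdcd1 in T cells reversed to −0.26 with the group mix of the library labelled shCtrl. That of Cd8a in T cells reversed to −0.11 with equal UMIs, −0.22 with equal cells, −0.50 with that group mix and −0.003 without naive cells. Rab8a reversed to −0.25 in T cells with equal UMIs, and in NK cells to 0.087 with the strict filter and 0.008 with no filter on low counts. None of these had passed the test. Of 30 values of gene lists, with an estimated correlation or with DESeq2's size factors, 18 kept their side of the threshold and 12, from the estimated correlation, lost their call.

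The strict filter left too few cells to test in the library labelled shCtrl for B cells and in shMib2 replicate 1 for erythrocytes. Leaving out a library labelled shMib2 leaves 1 against 1 and no test of genes, and mononuclear phagocytes were not tested under any setting.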

Differences from the paper's values

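For CD8+ CTLs, the paper's fold is approximately 5 and the ratio of shares among T cells here was 2.82, with a 95% interval of 1.28 to 7.73 for counting error. Of the alternatives set before the data were examined, the ratio by marker UMIs per cell (3.36) and that at subcluster resolution 2 (3.39) were within 1.5 times the paper's value. The others were not: 2.88 with no cell filter, 2.22 with the strict filter, 2.76 with doublets kept and 2.06 with centring within library. Nor were 2.8 and 2.83 without shMib2 replicate 1 or 2, 3.29 at subcluster resolution 0.5 and 2.7 with receptor segments kept. Nor were 3.06 by marker UMIs in thinned cells and 27.3 among all cells. The largest CD8 cytotoxic cluster alone, a setting chosen after seeing the values, gave 3.56. The groups were named again here from markers, so they may hold other cells than the paper's.

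For CD4+CD8+ effector/activated T cells, the paper's fold is approximately 2 and the ratio for effector or activated T cells here was 3.1, with a 95% interval of 0.551 to 128.7 from 1 cell in the library labelled shCtrl. The group here was not limited to CD4+CD8+ cells, and the paper also names CD4+CD8+ effector and CD8+ effector/activated T cells as separate groups, so which of them its fold belongs to is not clear. With no cell filter (2.85), without shMib2 replicate 2 (2.59) and at subcluster resolution 2 (2.28), the ratio was within 1.5 times the paper's value. Without shMib2 replicate 1 (3.61) and among all cells (31.4) it was not.

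The paper describes the tumors as having MIB2 knocked down. RNA of Mib2 in B16-F10 cells was 1.3 and 1.09 times that of the library labelled shCtrl in the libraries labelled shMib2 replicates 1 and 2.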

Other observations

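The estimate of RNA from other cells was chosen after the results were seen. In B16-F10 cells, 149 of 15815 genes were higher and 2 lower in the libraries labelled shMib2 at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction. Over the 149, the whole level that RNA of other cells would give was a median of 123.9% of the rise, and under 50% for 67. Such RNA was therefore not excluded as the source of many of the 149, although the estimate can run too high. All list results at a preset correlation of 0.01 are lost with an estimated correlation. This loss does not show that correlation between genes explains them. For MHC class II presentation the estimated correlation was 0, below the preset one, and the camera p still went from 1.56e-14 to 0.0793. With 1 residual degree of freedom, the estimated form decides nothing here. Interferon gamma makes cells express guanylate-binding proteins, immunity-related GTPases and antigen presentation genes. Of the 23 measured genes of its response, 17 were higher and none lower (22 higher when adjusted over the list alone; camera adjusted p = 1.34e-18, adjusted p = 0.544 with an estimated correlation). Iigp1, an immunity-related GTPase gene, rose from 2.72 CPM to 20.2 and 23.1 CPM (log2 fold change 2.95, standard error 0.12, adjusted p = 0.00128 from the same edgeR test). Gbp7 rose from 4.17 CPM to 14.9 and 16.6 CPM (log2 fold change 1.88, standard error 0.10, adjusted p = 0.0034 from the same edgeR test). Cd274, the gene of PD-L1 on chromosome 19 of mm10 from 29367455 to 29388095, rose from 1.69 CPM to 3.31 and 3.4 CPM (log2 fold change 0.94, standard error 0.12, adjusted p = 0.033 from the same edgeR test). Its call was kept under 5 and lost under 6 of 11 alternatives. Of 18 measured genes of MHC class I presentation, 12 were higher and none lower (16 higher when adjusted over the list alone; camera adjusted p = 1.15e-13, adjusted p = 0.544 with an estimated correlation). Psmb8, a subunit gene of the immunoproteasome, rose from 1.42 CPM to 17.8 and 18.3 CPM (log2 fold change 3.62, standard error 0.08), and B2m, the light chain gene of MHC class I, from 217 CPM to 345.4 and 330.1 CPM (log2 fold change 0.60, standard error 0.06). Of 24 measured genes of the type I interferon response, 8 were higher and none lower (21 when adjusted over the list alone).

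Genes were also higher in the B16-F10 cells in MHC class II presentation (7 of 9), extracellular matrix (6 of 24), chemokines (7 of 20) and cytotoxicity (7 of 17). RNA of other cells was not excluded as their source, and how much it gave was not measured, because the estimate exceeds some measured levels, as for Col3a1 in the library labelled shCtrl (33.3 against 0.346 CPM). For the 7 genes of MHC class II presentation, the whole estimated level was a median of 80.4% of the rise. It was under 50% for 2 of the 7, H2-DMa (39.5%) and Ciita (42.9%). Named after their values were seen, Bpifa2, Smr3a, Pip, Amy1, BC037156 and Chia1 had most of their UMIs in 1 cell in both libraries labelled shMib2. By the same edgeR test, 0 of 29 measured cell cycle genes passed (11 lower at an unadjusted p under 0.05, 4 lower when adjusted over the list alone, 4 by DESeq2). By camera the cell cycle list was lower (adjusted p = 4.1e-05 with the preset correlation, adjusted p = 0.544 with an estimated correlation). Among 30 genes of Golgi to membrane transport, 0 passed (6 at an unadjusted p under 0.05, 0 by DESeq2). Rab8a, a gene of this list that the paper names, was at 47.3, 48.2 and 46.8 CPM. Among 33 genes named for modifying PD-L1, 0 passed by edgeR (6 at an unadjusted p under 0.05, 2 by DESeq2).

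In NK cells, Gzmc was the only one of 6405 genes called. It encodes a granzyme and fell from 2058.9 CPM to 579.5 and 419.6 CPM (log2 fold change −2.05, standard error 0.20, adjusted p = 4.28e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg correction), a call kept in 10 of 11 alternatives. The level in the library labelled shCtrl rests on 162 UMIs, and the alternatives used 43 to 46 NK cells of this library. They therefore cannot show whether a few cells or this pool gave the high level. Gzmb in NK cells did not pass (log2 fold change 1.22, standard error 0.24, adjusted p = 0.113 from the same edgeR test). Of 23 measured immediate early and dissociation genes in NK cells, 0 passed by edgeR (9 higher at an unadjusted p under 0.05, 7 when adjusted over the list alone, 0 by DESeq2). In B cells, 3 of 1085 genes were higher and 1 was lower. Hspa1b, a heat shock gene, was at least 4.63-fold higher against a floor of 3 counts in the library labelled shCtrl, or at least 1.79-fold in shMib2 replicate 1 alone (7 UMIs) and 7.46-fold in replicate 2 alone. Hspa1a, a related gene, was 8.55 times as high (95% counting interval 2.64 to 82.2), from 2 UMIs in the library labelled shCtrl, or 5.77 and 11.3 times in the single libraries. Ifi27l2a, an interferon-induced gene, had a log2 fold change of 1.66 (standard error 0.37), and the gene called lower, Hbb-bt, is a hemoglobin gene that marks erythrocytes and was named after its values were seen. In erythrocytes, 0 of 822 genes passed by edgeR (35 at an unadjusted p under 0.05, 0 by DESeq2).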
